# Defining the pig microglial transcriptome reveals its core signature, regional heterogeneity, and similarity with human and rodent microglia

**DOI:** 10.1002/glia.24274

**Published:** 2022-09-19

**Authors:** Barbara B. Shih, Sarah M. Brown, Jack Barrington, Lucas Lefevre, Neil A. Mabbott, Josef Priller, Gerard Thompson, Alistair B. Lawrence, Barry W. McColl

**Keywords:** cross‐species, macrophage, microglia, pig, signature, transcriptome

## Abstract

Microglia play key roles in brain homeostasis as well as responses to neurodegeneration and neuroinflammatory processes caused by physical disease and psychosocial stress. The pig is a physiologically relevant model species for studying human neurological disorders, many of which are associated with microglial dysfunction. Furthermore, pigs are an important agricultural species, and there is a need to understand how microglial function affects their welfare. As a basis for improved understanding to enhance biomedical and agricultural research, we sought to characterize pig microglial identity at genome‐wide scale and conduct inter‐species comparisons. We isolated pig hippocampal tissue and microglia from frontal cortex, hippocampus, and cerebellum, as well as alveolar macrophages from the lungs and conducted RNA‐sequencing (RNAseq). By comparing the transcriptomic profiles between microglia, macrophages, and hippocampal tissue, we derived a set of 239 highly enriched genes defining the porcine core microglial signature. We found brain regional heterogeneity based on 150 genes showing significant (adjusted *p* < 0.01) regional variations and that cerebellar microglia were most distinct. We compared normalized gene expression for microglia from human, mice and pigs using microglia signature gene lists derived from each species and demonstrated that a core microglial marker gene signature is conserved across species, but that species‐specific expression subsets also exist. Our data provide a valuable resource defining the pig microglial transcriptome signature that validates and highlights pigs as a useful large animal species bridging between rodents and humans in which to study the role of microglia during homeostasis and disease.

## 1 INTRODUCTION

Microglia are resident mononuclear phagocytes of the central nervous system (CNS) parenchyma that are increasingly recognized to play an important role in the development, homeostasis and diseases of the CNS (Li & Barres, 2018).

Microglia are derived from erythro‐myeloid progenitors during early embryonic development (Reemst et al., 2016) and are not replenished by blood monocytes under normal physiological conditions (Gomez Perdiguero et al., 2015). Microglia sense changes in their environment through a large repertoire of receptors, and mediate responses that promote neuronal and synaptic health, and assist in tissue protection and repair to microbial and sterile injury stressors (Hickman et al., 2018). However, in specific contexts some phenotypes of microglia are thought to contribute to disease processes including in neurodegenerative disease. Indeed, reactive microglia and inflammatory cytokines are commonly observed around lesions in several neurodegenerative disorders, including Alzheimer's disease (Frautschy et al., 1998), Parkinson's disease (McGeer et al., 1988), and multiple sclerosis (Kuhlmann et al., 2017). Age‐dependent changes in microglia activation and regulation have been reported in rodents (Ogura et al., 1994; Perry et al., 1993), nonhuman primates (Sheffield & Berman, 1998) and humans (Streit & Sparks, 1997), and have been associated with deficits in psychomotor coordination (Richwine et al., 2005) and cognitive function (Jang et al., 2010; Rosczyk et al., 2008) in mouse models of aging. Microglial reactivity is also associated with a wide range of psychosocial stressors (Calcia et al., 2016; Stein et al., 2017), and behavioral susceptibility to social stress is driven by microglial induced increases in reactive oxygen species (Lehmann et al., 2019).

Microglia have a distinct transcriptome from tissue‐resident macrophages in other organs and from the other cell types in the CNS (Butovsky et al., 2014). A number of transcriptomic studies have characterized the gene expression signature for microglia in non‐neuropathologic individuals in humans and mice (Bennett et al., 2016; Butovsky et al., 2014; Darmanis et al., 2015; Galatro et al., 2017; Hawrylycz et al., 2012; Sankowski et al., 2019). These microglial gene signatures have been instrumental to understanding the core molecular identity of microglia, their diversity, and as a basis to characterize the spatiotemporal transcriptional changes of microglia in response to aging and disease conditions (Hammond et al., 2019; Patir et al., 2019). Microglial studies have generally been conducted in rodent models or human post‐mortem brain tissue. While many cross‐species similarities are evident, differences have also been described (Galatro et al., 2017; Chen & Colonna 2021), and may have implications when extrapolating findings across different animal species. Significant differences may also be evident when comparing species such as mice and humans due to substantial disparities in body weight, brain mass and lifespan, which can be partly mitigated in some large animal species.

Pigs are a physiologically relevant animal model for studying human neurological disorders. In contrast to rodents, pigs have large human‐like gyrencephalic brains and human‐like gray:white matter ratio. These anatomic features are ideally suited for neuroimaging, cell transplantation and gene therapy studies (Lind et al., 2007; Sauleau et al., 2009; Simchick et al., 2019; Sjostedt et al., 2020). Recent data from Sjostedt et al. (2020) suggested that the global gene expression profiles for some brain regions (such as the cerebellum and hypothalamus) in pigs were more similar to those of humans, than those of mice to humans (Sjostedt et al., 2020). However, the transcriptome‐wide signature that specifically defines microglia in the pig brain is poorly defined. As microglia are the principal cellular mediators of innate immunity in the CNS, it is relevant to note previous studies indicating the greater similarity of pigs (than rodents) to humans in certain aspects of innate immune physiology, notably macrophage activation signaling (Fairbairn et al., 2011; Kapetanovic et al., 2012). Transcriptional analyses of pig mononuclear phagocytes have suggested their responses are more similar to human cells than those from mice (Robert et al., 2015) e.g. pigs and other large mammals differ from mice in their ability to induce the expression of genes responsible for arginine metabolism and nitric oxide production (Bush et al., 2020). Furthermore, microglia are thought to be instrumental in mediating responses to non‐disease challenges such as social stress (Mondelli et al., 2017; Salter & Stevens, 2017). With the increasing recognition of the pig as an intermediate species for translational biomedical research (Lunney et al., 2021), it is important to establish a normative microglial profile in pigs and instructive to relate this to signatures in other species. In addition, pigs are one of the most economically important and intensively farmed livestock species, and a better molecular definition of pig microglia may aid understanding of conditions that can promote their health, welfare and productivity. Our previous work implicated microglia in the effects of environmental enrichment on neural health including altered microglial gene expression in pigs provided with enrichment (Brown et al., 2018). The aims of this study were to define the transcriptome identity of pig microglia, and conduct comparative analysis across brain regions, and with mouse and human microglia signatures.

## 2 METHODS

### 2.1 Ethical review

All work was carried out in accordance with the UK Animals (Scientific Procedures) Act 1986 under EU Directive 2010/63/EU following ethical approval by SRUC (Scotland's Rural College) Animal Experiments Committee. All routine animal management procedures were adhered to by trained staff and health issues treated as required. All piglets remaining at the end of the study were returned to commercial stock.

### 2.2 Animals and general experimental procedures

Sixteen commercial cross‐bred female breeding pigs (sows; Large White × Landrace) were artificially inseminated using commercially available pooled semen (Danish Duroc). Piglets were born into either standard commercial housing or pens, allowing greater behavioral freedom (Baxter et al., 2011). Sows were balanced for parity across both conditions. No tooth resection was performed and males were not castrated. In line with EU Council Directive 2008/120/EC tail docking was not performed. In accordance with the Defra Code of Recommendations for the Welfare of Livestock, temperature within the room was automatically controlled at 22°C and artificial lighting was maintained between the hours of 0800 to 1600, with low level night lighting at other times. At around 21 days of age small amounts of weaning diet (ForFarmers Ultima 2) was introduced to the piglets. At between 24 and 26 days of age, one male piglet (7–8 kg) per litter was selected for tissue collection. The piglets used in this study were part of a wider study involving in vivo neuroimaging by MRI under sedation. Piglets were sedated with a combination of ketamine (5 mg/kg), midazolam (0.25 mg/kg) and medetomidine (5 μg/kg) injected intra‐muscularly (quadriceps). After 3–5 min when profound sedation was present, anesthesia was induced with 2%–3% isoflurane delivered by a Hall pattern mask until adequate jaw relaxation allowed laryngoscopy and the topical application of 0.8–1.0 ml 2% lidocaine solution. Endotracheal intubation was conducted using a 5 mm OD endotracheal tube 90 s later. Anesthesia was maintained with isoflurane in O_2_ delivered using a Bain breathing system. The lungs were inflated mechanically to produce normocapnia. Core temperature was maintained using hot air blowers. The animal was euthanized humanely under anesthesia using pentobarbital IV (40 mg/kg) iv.

### 2.3 Tissue collection

Piglet brains were removed and then cut into two hemispheres. All dissections were performed by a single experienced researcher using http://www.anatomie-amsterdam.nl/sub_sites/pig_brain_atlas for reference, utilizing both parasagittal and rostrocaudal views. One hemisphere was dissected into broad anatomical regions for microglial isolation and tissue RNA extraction. Samples for microglial isolation were minced in 1× HBSS (w/o Ca^2+^ and Mg^2+^, 12 mM HEPES) and placed on ice for immediate cell isolation. Adjacent samples for tissue level RNA extraction were placed in RNAlater at room temperature for 30 min then snap frozen on dry ice and stored at −20°C until required. The average time from confirmation of death to tissue being stored in RNAlater was approximately 8.5 min. The opposite hemisphere was placed directly into 4% PFA for later histological analysis. After 10 days, the solution was changed for Tris Azide and samples maintained at 4°C. Alveolar macrophages were collected in saline solution by post‐mortem bronchoalveolar lavage (<5 min from confirmation of death) and placed on ice for immediate cell isolation (further 1–2 min).

### 2.4 Preparation of brain cell suspensions

We adapted methods previously described for rodent microglial isolation (Grabert & McColl, 2018). Samples of frontal cortex, hippocampus and cerebellum in 1XHBSS buffer were transferred individually to a glass Dounce homogenizer on ice and cells dissociated by 40 passes of the pestle. Cells were pelleted by centrifugation and resuspended in 35% isotonic Percoll over ice. The sample was overlaid with 1XHBSS without disrupting the Percoll gradient and spun at 4°C for 45 min. The separated myelin layer and supernatant were removed and the cell pellet resuspended in 10 ml HBSS. Cell suspensions were filtered through a 70 μm filter and pellets resuspended in FACS (fluorescence‐activated cell sorting) buffer (1× PBS, 25 mM HEPES, 0.1% BSA).

### 2.5 Isolation of microglia and alveolar macrophages

Brain and alveolar lavage cell suspensions, were incubated with 1% Human IgG1 Fc block (R&D systems) for 30 min. Samples were centrifuged, supernatant removed and cells resuspended in a combination of mouse anti‐human CD11b:Pacific Blue (Biolegend) and mouse anti‐pig CD45:AF647 antibodies (BioRad) for microglial isolation, or mouse anti‐pig CD163:FITC (Biorad) and F4/80:AF647 (mouse anti‐pig ADGRE1; ROS‐4E12‐3E6) (Waddell et al., 2018) antibodies for alveolar macrophage isolation for 30 min incubation at room temperature. Samples were centrifuged, supernatant removed and cells resuspended in FACS buffer. Samples were sorted on a FACSAria III cell sorter. Microglia in brain cell suspensions were identified as CD11b^hi^CD45^lo^ and macrophages identified from the alveolar lavage suspensions as F4/80^+^CD163^lo^. Sorted cells were collected directly into TRIzol reagent (Invitrogen) for immediate RNA isolation.

### 2.6 Microglial and macrophage RNA extraction

Cell suspensions were transferred into 2 ml lysing matrix D tubes (MP Biomedicals) and homogenized on a FastPrep 24 at 6.5 m/s for 50 s. Homogenate was transferred to a 1.5 ml microtube and incubated at room temperature for 5 min to allow complete dissociation of nucleoprotein complexes. An equal volume of chloroform was added to the homogenate, samples placed on a shaker at room temperature for 5 min, and then centrifuged at 12,000 rmp, 4°C for 15 min. The 100 μl of the resulting aqueous phase was transferred to a 96 well plate and 60 μl isopropanol added. The plate was placed on an orbital shaker at medium speed for 1 min. Twenty microliters of MagMaxTM beads were added to each well and plate returned to orbital shaker for 3 min. The 96‐well‐plate was placed onto a magnetic separation rack and supernatant removed without disturbing the magnetic beads. This was repeated until all the aqueous phase had been used. The remaining extraction was performed as per the MagMaxTM −96 total RNA isolation manufacturers protocol, including a TURBOTM DNase clean up step, with a final total RNA elution volume of 40 μl.

### 2.7 Hippocampus whole tissue RNA extraction

One hundred milligrams of RNAlater‐stabilized tissue was homogenized in 1 ml QIAzol reagent using a Qiagen TissueRuptor II on a medium speed setting for 40 s, or until the lysate was uniformly homogeneous. Total RNA extraction was performed as per the Qiagen RNeasy Lipid tissue mini kit product guidelines, to a final elution volume of 40 μl.

### 2.8 RNA quantification and quality control

Quantification and quality control of RNA samples were performed on an Agilent 4200 Tapestation. Tissue samples returned Total RNA with concentrations of 80–150 ng/μl. Isolated cell suspensions returned total RNA with concentrations of 110–340 pg/μl. A RIN cut‐off was set at 6.0.

### 2.9 RNA sequencing and analysis

Samples were prepared for sequencing using the Takara SMARTer stranded total RNA‐Seq vs2 library prep protocol. Sequencing was performed as paired‐end reads with a read length of 50 bp. A total of 31 samples were analyzed from 16 pigs (multiple brain regions were sampled for 12 pigs) comprising alveolar macrophages (*n* = 3), microglia from cerebellum, frontal cortex, and hippocampus (*n* = 8 per region), and hippocampal whole tissue (*n* = 4). Raw sequence files (FASTQ format) were filtered and trimmed with BBtools (version 38.67) (Bushnell), followed by alignment to the Sus scrofa genome (Sscrofa11.1; Ensembl Release 99) using Hisat2 (Kim et al., 2015). Gene‐level counts were generated from the resulting BAM files using StringTie (Pertea et al., 2015), and normalized gene expression (FPKM) data were subsequently made with Ballgown (Frazee et al., 2015). Differential gene expression analysis was performed using Limma (Ritchie et al., 2015) on genes with >10 CPM (counts per million) in all samples of at least 1 subgroup. TMM normalization was used in EdgeR (Robinson et al., 2010). Differential gene expression was carried out using voom from Limma, using an adjusted *p*‐value cut‐off of 0.01. The fold change (FC) threshold for comparing hippocampal microglia against hippocampal brain tissue and microglia versus macrophages were set to 4 and 3, respectively, and no FC threshold was set for characterizing regional variations. The RNA‐seq data is available via Gene Expression Omnibus (GEO https://www.ncbi.nlm.nih.gov/geo/, accession number: GSE172284).

Gene expression in microglia isolated from frontal cortex, cerebella, and hippocampus was compared to those in macrophages, and from this, macrophage‐enriched genes were defined. The microglia‐enriched genes were derived using genes found to be more highly expressed in microglia relative to both macrophage and corresponding tissue (hippocampal microglia compared to hippocampus tissue). A microglial gene list was generated by refining the common DEG from the aforementioned gene expression comparisons through the use of mouse and human brain expression data from www.brainrnaseq.org (Bennett et al., 2016); genes were removed if they were expressed in nonmicroglia cell types (>2 FPKM) and were less than fourfold higher in microglia than the nonmicroglia cell types in the human or mice datasets. As some pig genes were not annotated with a gene name, human orthologues were used in addition to the pig gene names.

When examining regional variations, each pair‐wise comparison (cerebellum vs. frontal cortex, frontal cortex vs. hippocampus, hippocampus vs. cerebellum) was carried out. For each of the genes showing significant regional variation, the different brain regions were ranked according to their gene expression level and the region with the highest expression noted. Genes showing significant regional variation were filtered (to minimize inclusion of nonmicroglial‐expressed genes which may arise from minor contaminating cells) using mouse and human brain expression data from www.brainrnaseq.org (Bennett et al., 2016); genes with <2 FPKM in microglia and >2 FPKM in nonmicroglia cells in either mouse or human data were removed.

Gene–gene co‐expression network analysis was carried out using data for microglia isolated from cerebellum, frontal cortex, and hippocampus using Graphia Professional (version 3.0. Kajeka, Edinburgh, UK), with a Pearson correlation threshold of ≥0.84 on genes with ≥1FPKM in at least 1 sample, keeping components with a minimum size of 10, followed by Markov clustering (MCL) using an inflation value of 1.8. Gene Ontology (GO) enrichment analysis was carried out on both genes showing significant regional variations and annotations in the Pig Expression Atlas (Freeman et al., 2012); an adjusted *p*‐value <1 × 10^−5^ and a minimum of 10 genes were required for an enrichment to be considered significant. We carried out the co‐expression analysis for two reasons. First, it is more inclusive by including additional genes beyond those meeting statistical thresholds based only on pair‐wise filtering, thereby allowing larger gene sets to be used in the GO enrichment analysis. Second, if multiple processes were associated with a brain region, the genes involved in each process can be deconvolved, allowing for better defined input for GO enrichment analysis.

Sample‐sample network analysis examining the relationships of microglia isolated from the three brain regions was carried out in Graphia with log2 FPKM and a Pearson correlation coefficient threshold >0.94 on genes showing significant regional variation.

Functional enrichment was carried out using Metascape (Zhou et al., 2019), with the settings for min overlap, *p* value cut‐off and min enrichment set to 3, 0.01, and 1.5 respectively, using the Gene Ontology (GO) Biological Processes database.

### 2.10 Cross‐species comparison of microglial transcriptome signatures

Raw RNAseq data on isolated microglia from mice (*n* = 17) were obtained from Geirsdottir et al. (2019) (NCBI BioProject: PRJNA556201). Non‐pathologic human microglia RNAseq data were from 2 separate studies (*n* = 6; NCBI run IDs: SRR9909238, SRR9909237, SRR9909236, SRR6849268, SRR6849266, and SRR6849267) (Sankowski et al., 2019; van der Poel et al., 2019). These data were integrated with six of the pig microglia samples from this study (two from each brain region). Processing of data from raw FASTQ files to FPKM were the same as those used in processing the pig data for this study. Reference genomes and gene annotations for the respective species were downloaded from the Ensembl databases (Release 99). For each species, the orthologue genes matching to each human gene were noted using Ensembl BioMart (Ensembl Genes 99) (Kinsella et al., 2011). In cases where multiple orthologue genes mapped to the same human gene, the sum FPKM were used. We created a merged and normalized RNAseq dataset that contained annotated genes mapping across the three species using homologues that matched to the corresponding human gene in the BioMart database (GRCh38.p13).

Analysis was limited to genes with matching human homologues across all species. These genes were ranked according to their FPKM, followed by minmax normalization of their ranks to a value between 0 and 1, with 0 indicating the least expression and 1 the highest expression. Sample‐sample correlation was carried out using genes with >0.5 normalized expression value in at least one species, keeping edges with *r* > 0.35 and using a k‐nearest neighbor (knn) value of 6. Following this, the expression of microglia‐enriched genes was examined for four gene lists: pig microglia‐enriched genes (derived from this study), human microglia‐enriched genes (two gene lists from Galatro et al., 2017; Patir et al., 2019) and mouse microglia‐enriched genes (Butovsky et al., 2014). Two human microglia‐enriched gene lists were used to cover different methods deriving an enriched microglial gene signature; one from co‐expression (Patir et al., 2019) and the other from fold‐change enrichment (Galatro et al., 2017). For the gene list from Galatro et al. (2017), we included the additional filter on the microglia‐gene list provided in the manuscript, keeping only genes with adjusted *p* < 0.001 and FC >2 when comparing microglia to monocytes, and macrophages.

### 2.11 Single molecule mRNA in situ hybridization

Four micrometers of FFPE brain sections were labeled for *C3* transcript using the RNAscope 2.5 HD‐RED kit (ACD Biosciences) following manufacturer's recommended workflow with slight modifications to improve signal. For single labelling of *C3*, antigen retrieval and protease plus digestion was performed for 30 min. To co‐label IBA1, sections were fixed for 15 min at 4°C using 10% neutral buffered formalin following *C3* labelling. A second round of antigen retrieval was subsequently performed (15 min; white matter, 30 min; gray matter) using Tris‐EDTA pH 9. Anti‐IBA1 (1.2 μg ml^−1^, 019–19,741, Fujifilm Wako) was incubated overnight at 4°C and fluorescently labeled using tyramide (AF488; Thermofisher). DAPI (1 μg ml^−1^) was used to label nuclei. Due to white matter sensitivity to protease digestion, initial *C3* antigen retrieval and protease digest was restricted to 15 min each when co‐labelling with IBA1. All antigen retrieval steps were performed in pre‐heated solutions in a 97.5°C waterbath.

### 2.12 Microscopy and image analysis

Images were captured using a Zeiss Axioimager D2 microscope. Brightfield images were automatically white balanced. For *C3* transcript quantification, 5 nonoverlapping 40× ROIs were captured in outer regions of cerebellum and frontal cortex sections per animal and exported in OME‐TIFF formats (Zen Blue V3.4.91). Per cell transcript abundance was quantified using a customized CellProfiler (V4.2.1) pipeline available upon reasonable request. Briefly, color unmixing separated nuclei and transcripts, nuclei were segmented and cell boundaries expanded. Transcripts were detected and mapped to cells. Cells containing <20 transcripts were removed from downstream analysis as these were judged to be non‐*C3* expressing cells contaminated by microglial ramifications. Outer regions of each section were imaged due to low cellularity aiding nuclei segmentation and cell profiling. Regional expression (transcripts per cell) was compared between cerebellar and cortical microglia by paired *t*‐test. *p* < 0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 Identification of comparative pig microglia and macrophage transcriptomes

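Total RNA was sequenced from 31 samples in 5 groups. Microglia, sorted from dissociated brain as CD11b+CD45lo cells, came from the cerebellum, the hippocampus and the frontal cortex (n = 8 samples each). Alveolar macrophages were F4/80+ cells from the lung (n = 3), and hippocampal tissue was used whole (n = 4). The sample labels name 15 pigs by tag number, 9 of them with more than 1 sample. Hippocampal microglia and hippocampal tissue came from the same pig for 4 pigs, and alveolar macrophages and microglia for 2 pigs. The authors filtered and trimmed the 50 bp paired-end reads with BBtools 38.67, aligned them to Sscrofa11.1 (Ensembl release 99) with Hisat2 and counted them on genes with StringTie. They deposited these counts for 31907 Ensembl genes without normalization. Between 18438494 and 43477403 reads per sample were counted on genes, with medians of 23930658 in cerebellar, 29274854 in frontal cortex and 27360094 in hippocampal microglia, 41470580 in alveolar macrophages and 38852440 in hippocampal tissue. The floor used here, 3 counts, corresponds to 0.069 to 0.163 CPM per sample. This floor covers counting error only, because copies of 1 molecule made by PCR are counted as separate reads. Of these genes, the 11633 with over 10 CPM in all samples of at least 1 group were tested, which is the filter in the paper's methods. Counts were normalized by TMM, with factors of 0.826 to 1.16, and the 5 groups were fitted in 1 model with edgeR's quasi-likelihood method. The paper's methods name limma-voom for this step. P-values were adjusted by the Benjamini-Hochberg method over the tested genes, with an adjusted p under 0.01 and a fold change over 3 (microglia against alveolar macrophages) or over 4 (hippocampal microglia against hippocampal tissue) as thresholds, as in the paper. Expression is given as TMM-normalized CPM, mean ± SD over the samples of a group. Gene symbols are those that the supplementary tables pair with an Ensembl identifier, and positions on Sscrofa11.1 are those of RefSeq annotation release 106. Once each group's mean was removed, the mean correlation between samples of the same pig was 0.0568 for microglia and alveolar macrophages (3 pairs) and 0.0373 for hippocampal microglia and tissue (4 pairs), against -0.00255 and -0.00583 between different pigs.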

We first defined the pig microglia‐enriched gene set by comparing the transcriptome of sorted microglia with isolated alveolar macrophages (as an exemplar systemic macrophage comparator) and whole hippocampal tissue both from the same animals. The pattern of expression for selected canonical genes enriched in microglia, other parenchymal CNS cell types, and CNS border/systemic macrophages provided initial validation of the specificity of the cell sorting procedure (CD11b^+^CD45^lo^ for microglia, F4/80^+^ for alveolar macrophages, Figure S1). 

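The scavenger receptor gene CD163 (ENSSSCG00000033146, chromosome 5, 63300200 to 63334497) had 411 ± 154 CPM (SD, n = 3) in alveolar macrophages and 2.32 ± 2.29 CPM (SD, n = 8) in hippocampal microglia. Over all 24 microglia samples, its log2 fold change against alveolar macrophages was -6.79 (SE 0.59, adjusted p = 6e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of the mannose receptor gene MRC1 (ENSSSCG00000011038, chromosome 10, 44107926 to 44226734) was 268 ± 71.6 CPM in alveolar macrophages and 1.06 ± 1.31 CPM in hippocampal microglia, and its log2 fold change over all microglia was -8.22 (SE 0.82, adjusted p = 1.16e-09 from the same edgeR test). THBS1 (ENSSSCG00000004789, chromosome 1, 131728781 to 131746098) and CCR2 (ENSSSCG00000024311, chromosome 13, 29368735 to 29374564) had 105 ± 17.7 and 149 ± 18.7 CPM in alveolar macrophages, against 0.279 ± 0.542 and 7.49 ± 2.18 CPM in hippocampal microglia. Against hippocampal tissue, where CD163 had 2.25 ± 0.689 CPM (SD, n = 4), no difference from hippocampal microglia was found (log2 fold change 0.05, SE 0.84, adjusted p = 0.959 in edgeR), and its direction changed with the normalization and the test. Among genes established as microglial in other species, TMEM119 (ENSSSCG00000027124) had 463 ± 79.1 CPM in hippocampal microglia, 6.54 ± 1.28 CPM in alveolar macrophages and 14 ± 3.1 CPM in hippocampal tissue. TREM2 (ENSSSCG00000039270, chromosome 7, 36465921 to 36471509) had 402 ± 89.2, 2.16 ± 2.18 and 10.3 ± 2 CPM in these groups, in the same order. Of the genes shared by myelomonocytic cells, TLR4 (ENSSSCG00000005503, chromosome 1, 258044610 to 258054641) had 135 ± 28 CPM in hippocampal microglia and 113 ± 49.5 CPM in alveolar macrophages, a difference within the spread between samples (log2 fold change over all microglia 0.18, SE 0.19, adjusted p = 0.432 in edgeR), and without the alveolar macrophage sample of pig 12821 its log2 fold change was -0.060. ITGAM (ENSSSCG00000007754, chromosome 3, 17216719 to 17272134) was higher in hippocampal microglia (771 ± 103 CPM) than in alveolar macrophages (151 ± 31.3 CPM), and PTPRC (ENSSSCG00000010908, chromosome 10, 21482984 to 21601627) was lower (635 ± 55.1 against 1441 ± 159 CPM). ITGAM and PTPRC encode CD11b and CD45, the markers by which microglia were sorted, so both differences may follow from the sort.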

Notably, microglial samples expressed high levels of genes established as enriched in microglia in other species and negligible levels of CNS border macrophage‐enriched genes (e.g., CD163, MRC1) that, in contrast, showed a reciprocal pattern in alveolar macrophages (Figure 1). 

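The astrocytic gene AQP4 (ENSSSCG00000035965, chromosome 6, 111407632 to 111422169) had 3.17 ± 3.95 CPM (SD, n = 8) in hippocampal microglia and 761 ± 169 CPM (SD, n = 4) in hippocampal tissue, a log2 fold change of -7.90 (SE 0.93, adjusted p = 1.88e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of the endothelial gene CLDN5 (ENSSSCG00000041667, chromosome 14, 51161490 to 51162382) was 0.312 ± 0.267 CPM in hippocampal microglia and 26.4 ± 2.94 CPM in the tissue, with a log2 fold change of -6.38 (SE 1.32). The neuronal gene of Figure 1, RBFOX3, was not analysed here.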

Expression of archetypal neuronal, astrocytic, oligodendroglial, and vascular genes were also negligible in sorted microglial samples (Figure 1). These data confirm specificity of the cell sorting protocol for parenchymal microglia.

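For 14 genes of Figure 1, a two-sided exact permutation test compared the mean log2 CPM of hippocampal microglia (n = 8) with hippocampal tissue (n = 4) and with alveolar macrophages (n = 3), 28 tests in all. Against hippocampal tissue, 12 genes reached the smallest p that this exact permutation test allows, 0.00404 (adjusted p = 0.00943). In these 12 genes every hippocampal microglia sample lay apart from every tissue sample. The other two were MRC1 (exact permutation p = 0.0485, adjusted p = 0.0543) and CD163 (exact permutation p = 0.505). Against alveolar macrophages, 11 genes reached the smallest possible exact permutation p, 0.0121 (adjusted p = 0.0148), each with every sample of one group apart from every sample of the other. The remaining genes were AQP4 (exact permutation p = 0.0485, adjusted p = 0.0543), CLDN5 (exact permutation p = 0.0606, adjusted p = 0.0653) and TLR4 (exact permutation p = 0.255, adjusted p = 0.264). ITGAM and PTPRC, which encode the sort markers CD11b and CD45, reached the smallest exact permutation p in both comparisons. For them this may follow from the sort itself. From the pattern of canonical genes, the paper concludes that the sorting protocol was specific for parenchymal microglia.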

**FIGURE 1:**
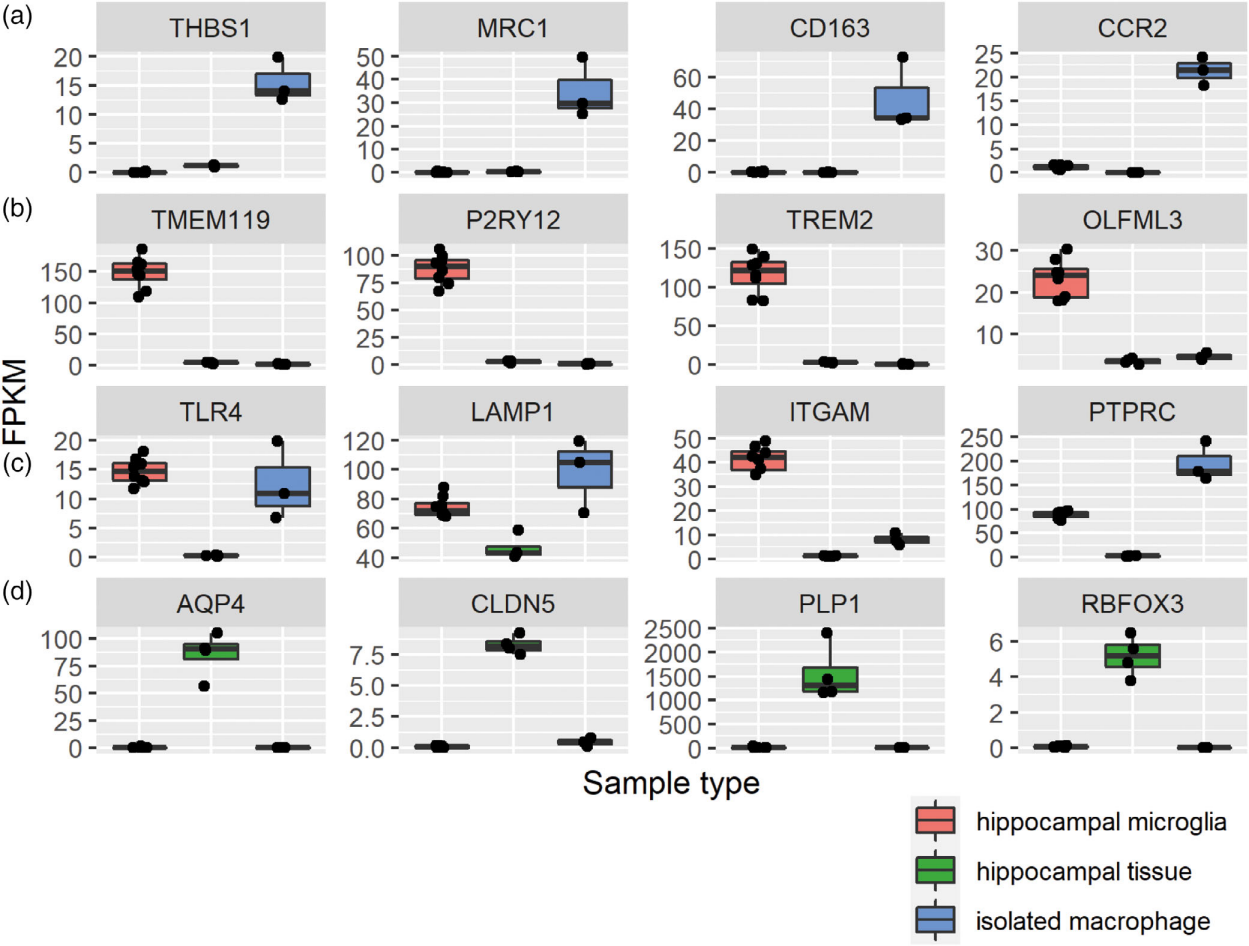
Specificity of cell isolation according to selective expression of canonical cell‐type genes in isolated cells and brain tissue. Expression of genes in our RNAseq dataset for established enriched genes from previous studies in rodents or humans for (a) non‐CNS monocytes/macrophages, (b) microglia, (c) myelomonocytic cells, (d) CNS cell types (AQP4, astrocytes; CLDN5, endothelial cells; PLP1, oligodendroglia, RBFOX3, neurons). The samples in the plots included alveolar macrophages (*n* = 3), hippocampal microglia (*n* = 8) and hippocampal whole tissue (*n* = 4).

Differentially expressed genes (DEG, adjusted *p* < 0.01) were used to define pig microglial signature genes, which are genes with high expression in microglia compared to alveolar macrophages (FC >3) and whole brain extracts from the hippocampus (FC >4). A total of 959 genes were more highly expressed (Table S1) in microglia versus macrophages, and 1228 genes were more highly expressed in isolated hippocampal microglia compared to hippocampal whole tissue (Table S2). 

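In the edgeR fit of all 31 samples, 1421 genes were higher in microglia (n = 24) than in alveolar macrophages (n = 3), and 1363 genes were higher in hippocampal microglia (n = 8) than in hippocampal tissue (n = 4). Every microglia sample lay above every macrophage sample in 1109 of the 1421 genes (78.0%, where chance gives 0.0684%), and every hippocampal microglia sample lay above every tissue sample in 1346 of the 1363 genes (98.8%, where chance gives 0.404%). The chance shares hold for both directions and for genes not selected on these samples, as the genes counted here were, so the high shares follow in part from the selection and are no separate test. Of the 910 genes higher in microglia in the part of Table S1 used here, 870 were also past both thresholds here. Table S2 holds 1265 genes, while the paper's text gives 1228 for this comparison. Of the 1265 genes, 1230 were past both thresholds here. As a ratio, the first count moved most in a test against the fold change threshold itself (glmTreat), which left 867 genes, and edgeR's own filter on low counts (filterByExpr) gave 2111 and 2120 genes. The second moved most, to 655 genes, with the share of counts on tissue genes as a covariate, a setting chosen after seeing the data that takes up part of the difference from tissue itself. With pig as a replicate block in the edgeR fit, 1169 and 1348 genes were past the thresholds, of which 1048 and 1315 were among the 1421 and the 1363. Among genes with every sample apart, the largest fitted log2 fold changes against alveolar macrophages were those of ST18 (ENSSSCG00000006266, chromosome 4, 77707143 to 78002016), GUCY2D (ENSSSCG00000025345, chromosome 12, 53200570 to 53250566) and GATA5 (ENSSSCG00000007538, chromosome 17, 61824891 to 61834742). Their microglial expression was 68.9 ± 18.4, 50.8 ± 15.7 and 19.5 ± 11.9 CPM, and they had no counts in alveolar macrophages. Against the floor of 3 counts, ST18 was at least 897-fold, GUCY2D at least 661-fold and GATA5 at least 254-fold higher in microglia. ST18 was not set apart from brain tissue, with 57.0 to 156 CPM in hippocampal tissue and 46.5 to 89.4 CPM in hippocampal microglia. GUCY2D and GATA5 had at most 2.77 and 1.25 CPM in the tissue. The largest differences from hippocampal tissue were those of CCL8 (ENSSSCG00000040648, chromosome 12, 40740468 to 40741970), RGS1 (ENSSSCG00000032416, chromosome 10, 1147439 to 1151733) and MCOLN2 (ENSSSCG00000003755, chromosome 6, 128772904 to 128836958). In hippocampal microglia CCL8 had 64.9 ± 12.3 CPM and in the tissue 0.685 ± 0.233 CPM (log2 fold change 6.56, SE 0.42, adjusted p = 3.81e-14 in edgeR). The log2 fold changes of RGS1 and MCOLN2 were 6.13 (SE 0.53) and 5.81 (SE 0.49).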

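Both sets of thresholds were met by 473 of the 11633 tested genes, and these genes had a median log2 fold change of 3.11 against alveolar macrophages and 3.65 against hippocampal tissue. With each alveolar macrophage and each hippocampal tissue sample left out in turn, the count stayed between 452 and 498. It moved most, to 236, with the tissue gene share as a covariate, the setting chosen after seeing the data.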

Among these sets of DEGs, 434 were present in both comparisons (Figure 2). Although we confirmed high specificity of microglial sorts (see above) we reasoned that even a very minor contamination with other CNS cellular constituents could result in enrichment when compared to alveolar macrophages and potential aberrant inclusion in the microglial signature. We therefore refined the 434 gene list by cross‐checking (see Section 2) expression against all cell types in the Brain RNAseq dataset (http://www.brainrnaseq.org) (Bennett et al., 2016) (Table S3).This created a stringent set of 239 genes comprising the pig microglia‐enriched gene list (Tables S4 and S5, Figure 3). 

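Of the 239 genes of Table S4, 230 were past both sets of thresholds here, and of the 195 genes of Table S3, which the paper excluded at this step, 181 were. These make up 411 of the 473 genes, and 62 of the 473 are in neither table. The Brain RNAseq filter was not applied to the 473 genes, because it needs human and mouse data that were not used here. The paper reasons that this filter keeps genes of minor contaminating CNS cells out of the microglial gene list.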

We observed that many genes previously shown to be microglial‐enriched genes across other species were also contained in the porcine list (e.g., *C3*, *CSF1R*, *CX3CR1*, *GPR34*, *OLFML3*, *P2RY12*, *TREM2*).

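All of these 7 genes were higher in microglia in both comparisons, and for each of them the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 9.6e-10 or less against alveolar macrophages and 5.09e-12 or less against hippocampal tissue. CSF1R (ENSSSCG00000014441, chromosome 2, 151102138 to 151130311) had 2602 ± 598 CPM (SD, n = 24) in microglia and 207 ± 82 CPM (SD, n = 3) in alveolar macrophages, with log2 fold changes of 3.65 (SE 0.30) against alveolar macrophages and 5.20 (SE 0.29) against hippocampal tissue. CX3CR1 (ENSSSCG00000024024, chromosome 13, 23944386 to 23957567) had 785 ± 165 CPM in microglia and 7.17 ± 6.99 CPM in alveolar macrophages, with log2 fold changes of 6.78 (SE 0.48) and 5.53 (SE 0.40). P2RY12 (ENSSSCG00000011713, chromosome 13, 91522754 to 91572195) had 545 ± 203 CPM in microglia and 2.78 ± 1.36 CPM in alveolar macrophages, with log2 fold changes of 7.58 (SE 0.49) and 4.96 (SE 0.37). GPR34 (ENSSSCG00000022309, chromosome X, 37306490 to 37313626) and OLFML3 (ENSSSCG00000045712, chromosome 4, 106566978 to 106571086) were also expressed in alveolar macrophages, at 47.9 ± 12.6 and 56 ± 4.99 CPM, and their log2 fold changes against them were 2.92 (SE 0.25) and 2.11 (SE 0.21). The log2 fold changes of C3 were 2.62 (SE 0.19) against alveolar macrophages and 5.08 (SE 0.21) against hippocampal tissue, and those of TREM2 were 7.65 (SE 0.50) and 5.29 (SE 0.39).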

**FIGURE 2:**
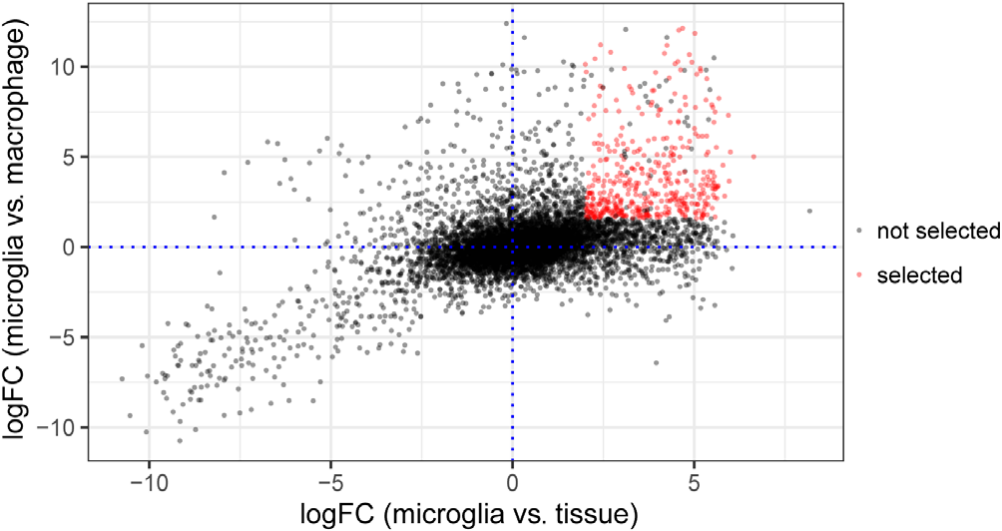
Selected genes from the two statistical comparisons. The scatter plot indicates the 434 genes meeting the adjusted *p*‐value (<0.01) and fold‐change criteria for both the hippocampal microglia (*n* = 8) versus hippocampal whole tissue (*n* = 4) (>4 FC) and the microglia (*n* = 24) versus alveolar macrophages (*n* = 3) (>3 FC) comparisons.

**FIGURE 3:**
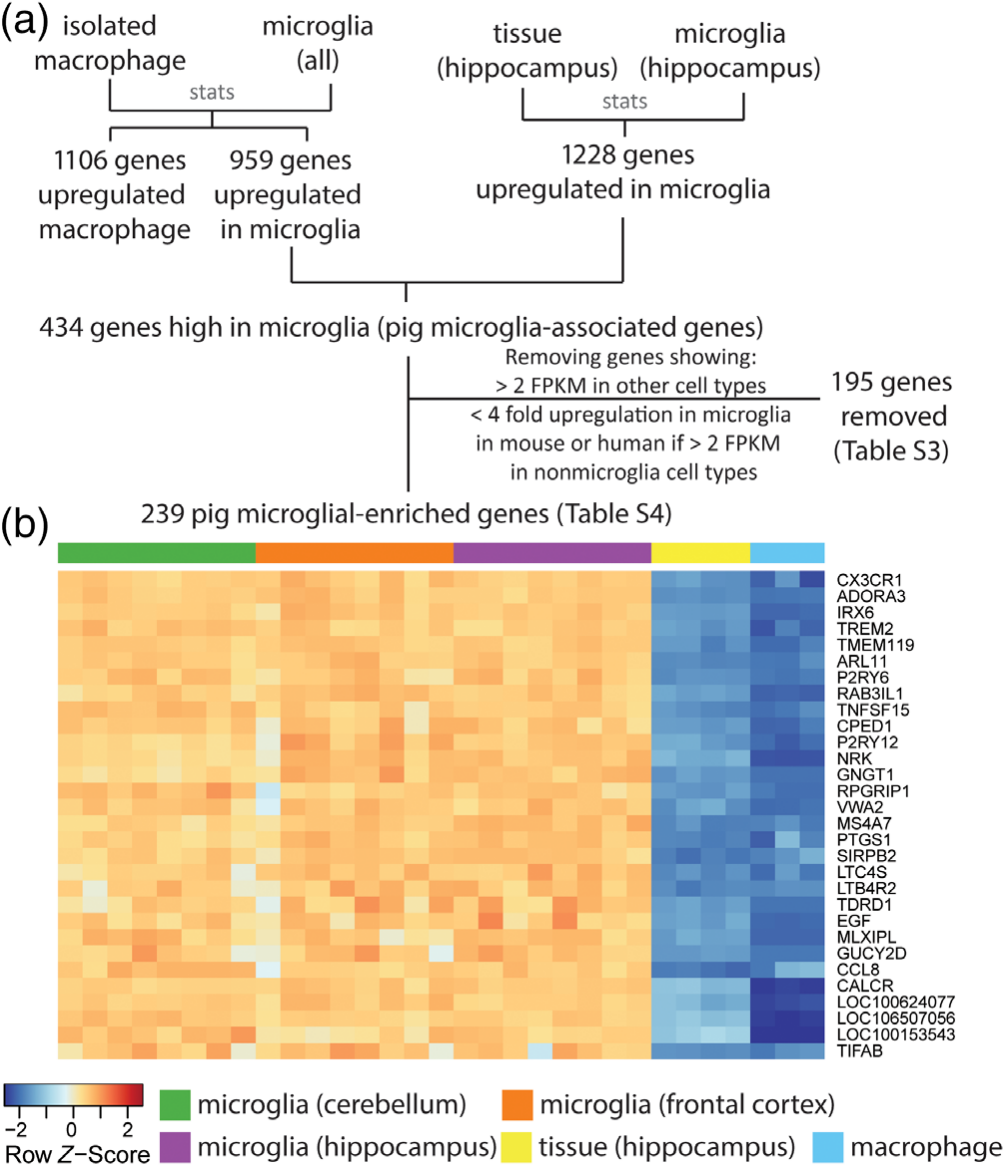
Derivation of the pig microglia gene expression profile. (a) The 959 upregulated differentially expressed genes (DEG) when comparing isolated microglia to macrophages have 434 genes in common with the 1228 upregulated DEGs when comparing isolated hippocampal microglia to hippocampal tissue. By using data from Brain RNAseq (https://www.brainrnaseq.org/), we excluded 195 genes (Table S3) showing <4‐fold upregulation in microglia and >2 FPKM expression (fragments per klobase of transcript per million) in human or mouse astrocytes, neurons, oligodendrocytes or endothelial cells from the 434 DEGs. This yielded a final 239 genes as the pig microglia‐enriched genes (Table S4). (b) The top 30 most enriched genes in microglia (with gene names) are shown in the heatmap (Table S5). *Z*‐score was used to represent the FPKM expression as standard deviations away from the mean for each gene. The samples in the plots included alveolar macrophages (*n* = 3), microglia (*n* = 8 for each region) and hippocampal whole tissue (*n* = 4).

We also assessed the genes that were enriched in macrophages compared to microglia to further understand the differential gene signatures. One thousand one hundred and six genes were significantly more highly expressed (adjusted *p* < 0.01, FC >3) in isolated alveolar macrophages compared to microglia. 

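At the same thresholds, 1176 genes were higher in alveolar macrophages (n = 3) than in microglia (n = 24) in the edgeR fit, and in 1061 of them (90.2%, where chance gives 0.0684%) every macrophage sample lay above every microglia sample, a share that again follows in part from the selection. With limma-voom the balance was the opposite, with 1388 genes higher in alveolar macrophages and 1001 in microglia. The count moved most, to 3035, when every gene with any count was tested. In the fit with pig as a replicate block, 911 genes were higher in alveolar macrophages, and 789 of these were among the 1176. Among genes with every sample apart, the largest log2 fold changes fitted by edgeR were those of ADGRE1 (ENSSSCG00000013556, chromosome 2, 72217036 to 72305925), CD79B (ENSSSCG00000017283, chromosome 12, 15052966 to 15056441) and ADGRE3 (ENSSSCG00000013787, chromosome 2, 64623246 to 64682366), with 95.9 ± 43.9, 62.9 ± 28.6 and 45.9 ± 23.1 CPM (SD, n = 3) in alveolar macrophages and no counts in any of the 24 microglia samples. Against the floor of 3 counts, ADGRE1 was at least 845-fold, CD79B at least 554-fold and ADGRE3 at least 404-fold higher in alveolar macrophages. The fitted value of a gene without counts in a group depends on the prior count, so this is no ranking by fold over the floor. ADGRE1 encodes the antigen by which the alveolar macrophages were sorted, so its difference may follow from the sort. CD79B is a B cell gene, and the paper names B cells among possible contaminants of the alveolar samples. Carried-along B cells are therefore a candidate source of the CD79B counts. None of these 3 genes was under 0.01 in the block fit, where the adjusted p was 1 for ADGRE1, 0.0179 for CD79B and 1 for ADGRE3 in edgeR. Their log2 fold changes in that fit were -13.16, -16.82 and -12.8, in the same order. Only 2 pigs gave both alveolar macrophages and microglia, so these p-values do not show that the differences vanish within pigs.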

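Genes of lymphoid cells were among those higher in alveolar macrophages. The T cell gene CD2 (ENSSSCG00000006736, chromosome 4, 103963802 to 103976971) had 335 ± 87.9 CPM (SD, n = 3) in alveolar macrophages and 32.9 ± 13.9 CPM (SD, n = 24) in microglia (log2 fold change -3.38, SE 0.24, adjusted p = 8.05e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CD8A (ENSSSCG00000008217, chromosome 3, 57999228 to 58029768) had 81.3 ± 40 and 1.34 ± 1.71 CPM in these groups, a log2 fold change of -6.24 (SE 0.64). NLRC3 (ENSSSCG00000007956, chromosome 3, 38673590 to 38719188) had 158 ± 12.3 and 0.801 ± 0.788 CPM, a log2 fold change of -7.85 (SE 0.60), and PVRIG (ENSSSCG00000007656, chromosome 3, 8230311 to 8232840) had 72.9 ± 41 and 0.128 ± 0.449 CPM, a log2 fold change of -11.36 (SE 1.06).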

We further filtered these (see Methods) to minimize inclusion of genes that might arise from even negligible numbers of contaminating immune cells (e.g., T cells, B cells) in the alveolar samples by surveying expression across the major immune cell classes in the ImSig dataset (Nirmal et al., 2018) (Table S6). This produced a high‐stringency set of 1031 genes enriched in macrophages compared to microglia (Table S7, Figure 4). 

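The ImSig data were not used here, so this filter was not applied to the 1176 genes. The number of genes in Table S7 as used here, 1030, differs slightly from that in the paper's text. Of these, 980 were higher in alveolar macrophages here, and so were 73 of the 75 genes of Table S6. Together these are 1053 of the 1176 genes.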

The top 30 macrophage‐enriched genes (highest FC and with gene annotation) were are all expressed at <1 FPKM in microglia samples (Figure 4, Table S8) showing they are both enriched for macrophages relative to microglia and indicating they could be a useful set of negative selection markers for studying pig microglia. 

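All 30 genes of Table S8 were higher in alveolar macrophages here, and in all 30 every macrophage sample lay above every microglia sample. Their mean expression in alveolar macrophages ranged from 32.1 to 392 CPM. In microglia the mean was under 1 CPM for 29 of the 30 genes, the exception being UBE4A with 2.37 CPM. With fragments per kilobase computed from the annotated exon lengths, the microglia mean was under 1 FPKM for all 30 genes. In the highest single microglia sample, 12 of the 30 genes were under 1 CPM and 20 were under 1 FPKM. From its own values, all under 1 FPKM in microglia samples, the paper proposes that the 30 genes could serve as negative selection markers for pig microglia.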

In summary, we have created high‐stringency pig microglial and systemic (alveolar) macrophage gene signatures (Table S4), highlighting the distinct transcriptomic identities of these tissue macrophage populations in the pig (Table S7).

**FIGURE 4:**
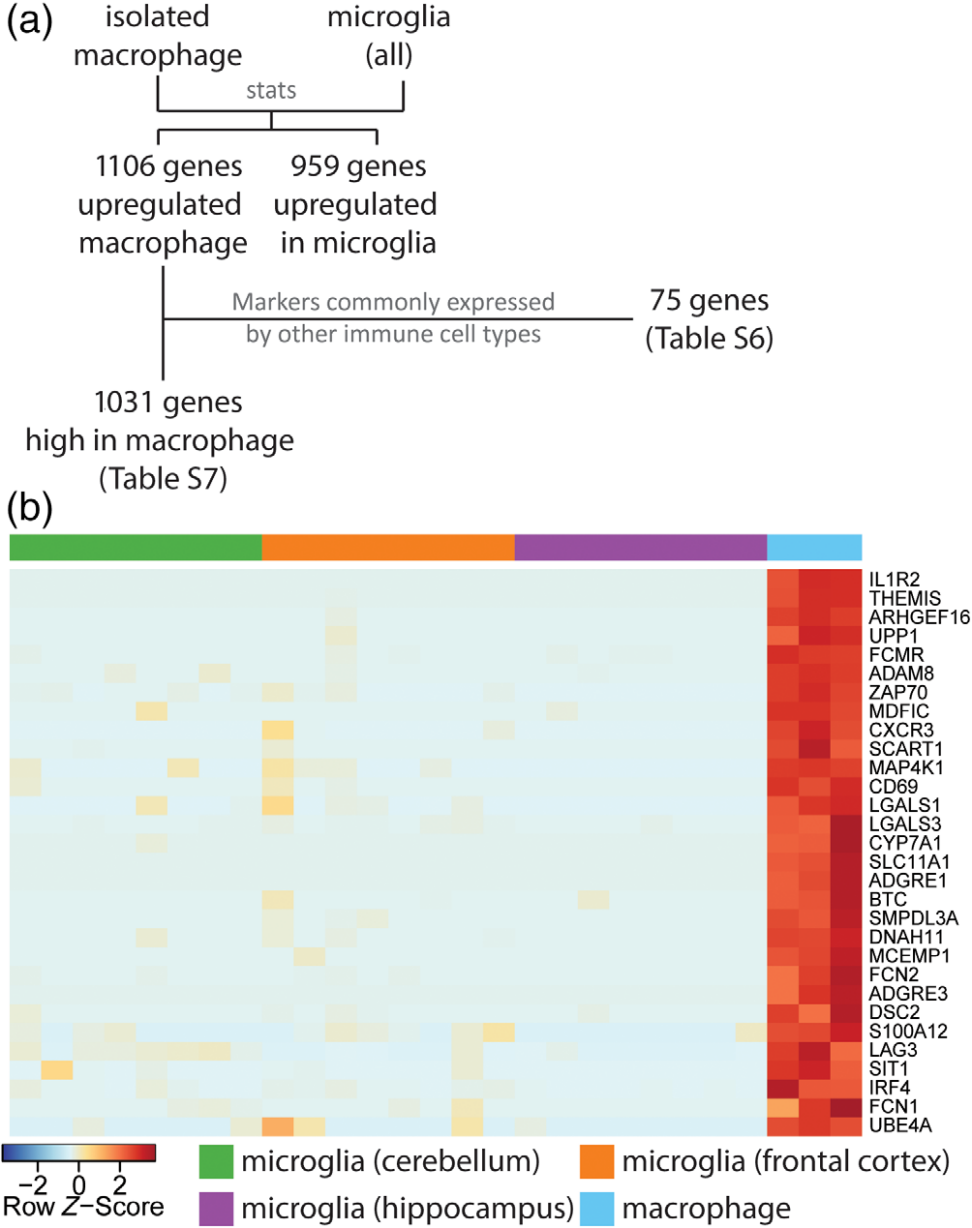
Genes enriched in isolated macrophages compared to microglia. (a) When comparing isolated macrophages to microglia, 1106 genes are upregulated in macrophages. Of these, 75 genes were markers commonly expressed by other immune cell types such as T‐cell, B‐cell, and plasma cells [58 genes in ImSig (Nirmal et al., 2018), e.g., *CD2*, *PVRIG*, *CD19*, *NLRC3*, *CD8A*; 17 genes are related to immunoglobulin], these are highlighted in Table S6. The remaining 1031 gene can be found in Table S7. (b) The heatmap illustrates the top 30 genes (with gene names) showing the highest enrichment in macrophages (Table S8). *Z*‐score was used to represent the FPKM expression as standard deviations away from the mean for each gene. The samples in the plots included alveolar macrophages (*n* = 3), microglia (*n* = 8 for each region).

### 3.2 Regional variation of the pig microglial transcriptome

Studies in mice and humans have reported differences in the transcriptional profiles of microglia from distinct brain regions (Grabert et al., 2016; De Biase et al., 2017; Hammond et al., 2019; Sankowski et al., 2019; Kana et al., 2019). We therefore determined whether the microglia in the pig brain showed regional diversity by comparing microglia from the cerebellum, hippocampus and frontal cortex. This analysis identified 150 genes with significant variation across these regions (adjusted *p* < 0.01; Table S9). 

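The regional comparison used the 24 microglia samples, 8 from each of the cerebellum, the hippocampus and the frontal cortex. By their tag numbers, 7 pigs gave microglia from more than 1 region and 3 pigs gave all 3 regions. An F test of the 3 regions in the same edgeR quasi-likelihood fit as above, with an adjusted p under 0.01 and no fold change threshold, gave 1 adjusted p per gene, as Table S9 does, and each pair of regions was also compared. The paper then removed genes by their expression in human and mouse brain cells, a filter that was not applied here. Once each group's mean was removed, the mean correlation between microglia of different regions was 0.125 over the 13 pairs from the same pig and -0.00742 over the 179 pairs from different pigs.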

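In the F test, 236 of the 11633 tested genes varied across the 3 regions, among them 100 of the 150 genes of Table S9. At an adjusted p under 0.05 the F test held for 147 genes of Table S9, and when the adjustment covered only the 150 genes of Table S9, all 150 were under 0.01. This last count shows no stability, since the list was called on the same samples. Between cerebellar and frontal cortex microglia 217 genes differed, 104 of them higher in the cerebellum and 113 in the frontal cortex. Cerebellar and hippocampal microglia differed in 70 genes and frontal cortex and hippocampal microglia in 37. Of the 236 genes, 82 (34.7%) were over 4 times higher in hippocampal tissue than in hippocampal microglia, against 23.3% of all tested genes and 6 of the 150 genes of Table S9. At an adjusted p under 0.05 the count rose most, to 927 genes, and the largest change at 0.01 came with DESeq2, to 789 genes. Samples of the same pig were correlated (mean r = 0.125 over 13 pairs), and with pig as a replicate block 85 genes varied across the regions, 64 of them among the 236. In that fit 148 genes differed between cerebellar and frontal cortex microglia. It left 0 genes between cerebellar and hippocampal microglia, where 1327 genes had an unadjusted p under 0.05, and 1 gene between frontal cortex and hippocampal microglia, where 862 did. Among genes with every sample of 1 region apart from every sample of another, GPR26 (ENSSSCG00000010727, chromosome 14, 133174553 to 133202901) and XCL1 (ENSSSCG00000006298, chromosome 4, 82432845 to 82436150) had some of the largest fitted pairwise differences. Frontal cortex microglia had 3.07 ± 3.92 CPM (SD, n = 8) of GPR26, which had no counts in cerebellar microglia, so it was at least 23.8-fold higher in the frontal cortex. They had 1.51 ± 1.5 CPM of XCL1, which had no counts in hippocampal microglia, so it was at least 13.9-fold higher. Neither was under 0.01 in the block fit, where the adjusted p for the 3 regions was 0.0499 for GPR26 and 0.274 for XCL1 in edgeR. In hippocampal tissue, GPR26 had 33.9 ± 11 CPM and XCL1 0.0315 ± 0.063 CPM (SD, n = 4). In frontal cortex microglia, GPR26 had 8.98 CPM in pig 12599 and 9.72 CPM in pig 12891, and at most 1.85 CPM in the other samples. Tissue RNA carried along in the sorts of these pigs is therefore a candidate source of most of its counts.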

Using these genes to carry out sample‐sample correlation analysis suggested that cerebellar microglia were more distinct from microglia in the hippocampus and frontal cortex (Figure 5a). 

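On the log2 CPM (prior count 2) of the 150 genes of Table S9, the mean Pearson correlation across genes was 0.858 between frontal cortex and hippocampal samples, 0.815 between cerebellar and hippocampal samples and 0.718 between cerebellar and frontal cortex samples. These are correlations across genes, which are not independent replicates. The first exceeded the second by 0.0428, and 8 of the 8 hippocampal samples were closer to the frontal cortex than to the cerebellar samples on average. When the region labels of the 24 samples were permuted 100000 times, the two-sided permutation p of this difference was 0.0618. The 150 genes had been chosen for regional variation on these same samples, and the permutation took no account of the pig. This p therefore cannot decide whether the regions differ in this way. On all 11633 tested genes the difference had the opposite sign, -0.0151 (permutation p = 0.460), and 0 of the 8 hippocampal samples were closer to the frontal cortex. This sign rests on 2 of the 8 frontal cortex samples, whose mean correlation with hippocampal samples was 0.718 (pig 12599) and 0.808 (pig 12891), while the other 6 lay above the cerebellar mean of 0.903, and without the sample of pig 12599 the difference was 0.00922. These 2 samples had 31.8 and 29.9 CPM over a list of 5 genes of forebrain neurons. The other 6 frontal cortex samples had 1.59 to 5.48 CPM. RNA of neurons carried along in the sorts is therefore a candidate source of the lower correlation of these 2 samples. In the 3 pigs with all 3 regions, with each pig's mean removed as a replicate block, the difference was 0.154 (two-sided exact permutation p = 0.685 over 216 permutations within pigs), beside the same-pig correlation of 0.125. From the clustering of the samples on these genes in Figure 5a, the paper proposes that cerebellar microglia are the most distinct of the 3 regions.

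**Figure D1:**
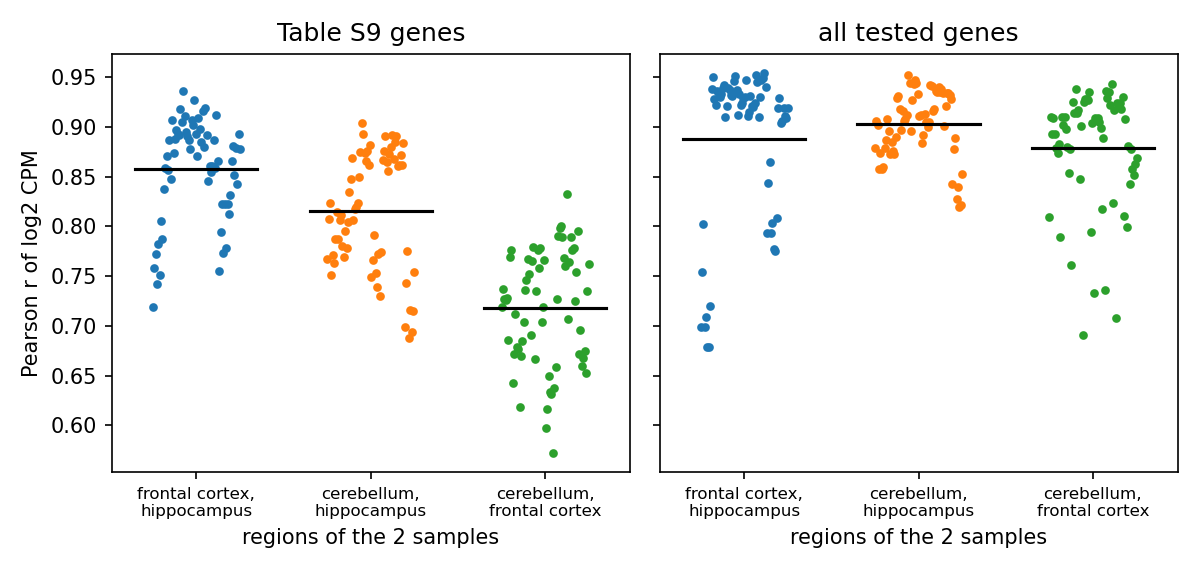
Pearson correlation across genes between pairs of microglia samples from different regions, on log2 CPM, for the 150 genes of Table S9 and for all tested genes. Each point is a pair of samples and each horizontal line a mean, which is 0.858 for frontal cortex and hippocampus and 0.815 for cerebellum and hippocampus on the genes of Table S9.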

The intermediate profile of hippocampal microglia was similar to previous findings in rodent brain and indicative of a comparable rostro‐caudal gradient in profile (Grabert et al., 2016). 

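The mean CPM of hippocampal microglia lay between those of cerebellar and frontal cortex microglia for 115 of the 150 genes of Table S9.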

GO enrichment analysis on the genes showing regional variation indicated enrichment in biological processes related to negative regulation of leukocyte apoptotic process (GO:2000107) and maintenance of location (GO:0051235) (Figure S2). Of the regionally variant genes, 85 were most highly expressed by cerebellar microglia, 53 genes were most highly expressed by frontal cortex microglia, and 12 were genes most highly expressed by hippocampal microglia (Figure 5b). 

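By mean CPM over the 8 samples of each region, 84 of the 150 genes of Table S9 were highest in cerebellar, 49 in frontal cortex and 17 in hippocampal microglia, and for 145 genes this was the region that Table S9 gives. Scaled by library size alone, without TMM, the numbers were 85, 53 and 12. Of the 236 genes that varied in the F test, 109 were highest in cerebellar, 104 in frontal cortex and 23 in hippocampal microglia.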

Among the 150 regionally variant genes, 14 genes overlapped with the 239 pig microglia signature genes (Figure 5c and Table S10) suggesting that differential expression of core identity genes contributes relatively little to regional heterogeneity.

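Of the 236 regionally varying genes, 17 (7.20%) were among the 473 genes higher in microglia in both comparisons, which make up 4.07% of the tested genes, where 9.60 genes were expected by chance (odds ratio 1.86, two-sided Fisher's exact test, p = 0.0193). Of the 239 genes of Table S4, 7 varied across the regions, and all 7 are in Table S10. All 14 genes of Table S10 were higher in microglia in both comparisons, 10 of them were higher in cerebellar than in frontal cortex microglia, and their log2 fold changes between these regions ranged from -0.84 to 1.75. The largest was that of DMP1 (ENSSSCG00000009220, chromosome 8, 131285238 to 131319398), with 632 ± 191 CPM (SD, n = 8) in cerebellar, 351 ± 115 CPM in hippocampal and 188 ± 82 CPM in frontal cortex microglia (log2 fold change 1.75, SE 0.23, adjusted p = 9.04e-05 for the 3 regions in edgeR). DMP1 was higher in the cerebellum in 6 of the 6 pigs that gave both regions. With limma-voom in place of edgeR, 41 regionally varying genes were among those higher in microglia in both comparisons (Fisher's exact test, p = 2.6e-14), and across the 9 alternatives set for this overlap the number lay between 9 and 54 (Fisher's exact p from 2.3e-17 to 0.602). With each of the 31 samples left out in turn it lay between 14 and 25 (Fisher's exact p from 6.75e-05 to 0.328). From the size of the overlap, the paper proposes that genes of core microglial identity contribute little to the regional differences.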

**FIGURE 5:**
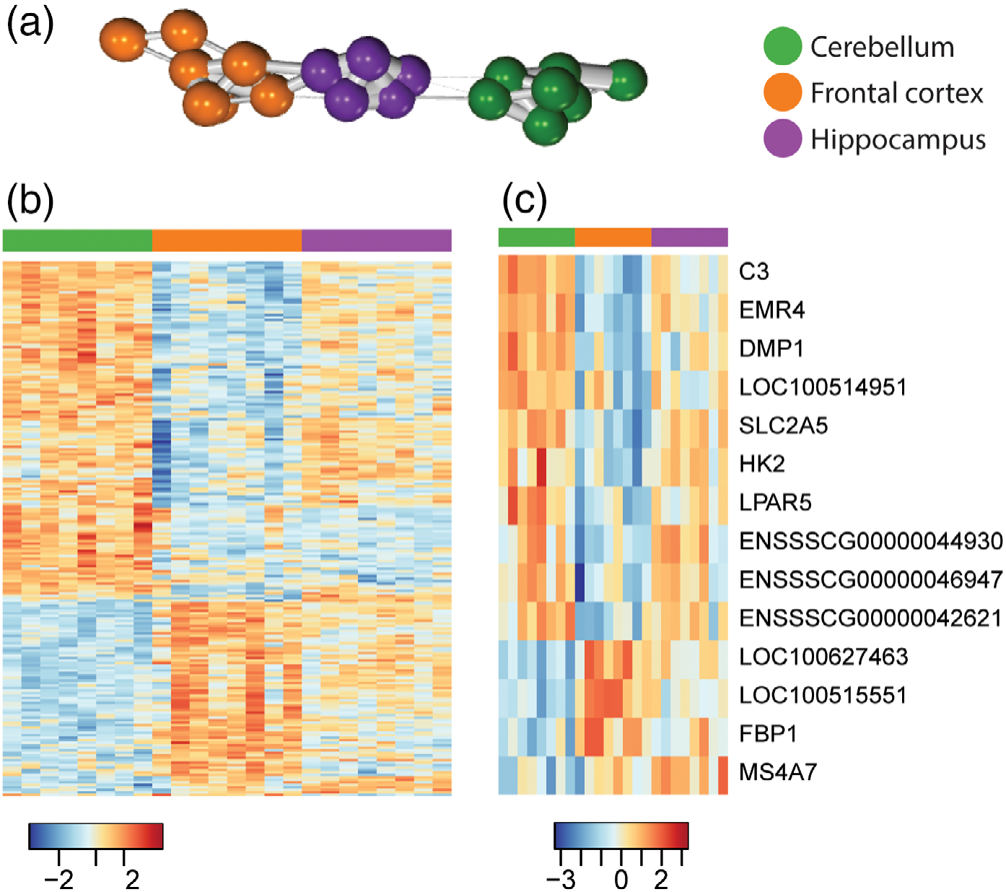
Regional variation of the pig microglial transcriptome. The gene expression for microglia from the frontal cortex (*n* = 8), hippocampus (*n* = 8) and cerebellum (*n* = 8) were compared to each other, and 150 genes show significant regional variation (Table S9). (a) Using the 150 genes showing high regional variation for sample‐sample correlation analysis, microglia from the frontal cortex (orange) and the hippocampus (purple) are clustered closer to each other than to those from the cerebellum (green). (b) Heatmap illustrating the differential expression of the 150 genes across microglia from the three regions. (c) When comparing these 150 genes showing regional variation against the 239 pig microglia‐associated genes, 14 genes are present in both gene lists (Table S10). *Z*‐score was used to represent the FPKM expression as standard deviations away from the mean for each gene.

To explore in more depth the biological processes associated with specific regional microglial variation, we examined gene clusters enriched for the 150 genes showing regional‐variation from a co‐expression gene network generated from all genes with at least 1FPKM expression in microglia from the cerebellum, hippocampus and frontal (*r* = 0.84, MCLi = 2.0) (Table S11). 

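For the genes that Figure 6 names, 11 genes of cluster 5 were lower in cerebellar than in frontal cortex microglia, with log2 fold changes from -0.72 to -0.37, and 9 of them had an adjusted p under 0.01 in the F test of the regions. The 6 genes of cluster 17 and the 7 genes of cluster 53 were higher in cerebellar microglia, with log2 fold changes from 0.78 to 2.06 and from 0.78 to 1.79, and the adjusted p was under 0.01 for 6 genes of each cluster. The same directions held for each of these genes between cerebellar and hippocampal microglia. In cluster 5, SELENOP (ENSSSCG00000021208, chromosome 16, 27537885 to 27547863) had 130 ± 18.5 CPM (SD, n = 8) in cerebellar and 214 ± 29.9 CPM in frontal cortex microglia (log2 fold change -0.72, SE 0.12, adjusted p = 0.000417 in edgeR) and was lower in the cerebellum in 6 of the 6 pigs with both regions. In cluster 17, CTSB (ENSSSCG00000023666, chromosome 14, 15014139 to 15035081) had 37 ± 23.2 CPM in cerebellar and 8.87 ± 4.88 CPM in frontal cortex microglia (log2 fold change 2.06, SE 0.31, adjusted p = 0.000141 in edgeR). CTSB was higher in hippocampal tissue, at 75.9 ± 4.16 CPM, than in hippocampal microglia, at 8.13 ± 3.26 CPM. CSF1 (ENSSSCG00000037449, chromosome 4, 110178466 to 110198232) had 33.8 ± 19.1 CPM in cerebellar and 9.06 ± 5.76 CPM in frontal cortex microglia (log2 fold change 1.90, SE 0.34, adjusted p = 0.000922 in edgeR). With pig as a replicate block, the same-pig correlation of the regions being 0.125, 3 of the 11 genes of cluster 5, 4 of the 6 of cluster 17 and all 7 of cluster 53 had an adjusted p under 0.01 in edgeR. In that fit it was 0.00278 for CTSB, 0.0102 for CSF1 and 0.0268 for SELENOP. The co-expression network itself was not recomputed here.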

The co‐expression network analysis highlighted three co‐expressed gene clusters that were enriched in the 150 regionally variant genes (Figure 6, Table S11): Cluster 5 (lower in cerebellum; e.g., *PDCD4*, *PTMA*, *SNX3*, and *ARPC5*); Cluster 17 (high in cerebellum; e.g., *CTSB*, *CSF1*, and *SLC15A3*); Cluster 53 (high in cerebellum; e.g., *C3*, *BCL6*, and *BTG1*) (Table S11). Cluster 5 genes (relatively higher in frontal cortex and hippocampus) were significantly enriched in GO processes associated with regulation of protein‐containing complex assembly (GO: 0043254, *p* < 10^−5^, Figure S3, e.g., *RHOA*, *CAPZA1*, *H3F3A*, *RAP1B*, *RIOK3*, *TMSB4Y*, *ARPC5*, *P2RY12*, *ARPC5L*, *WASHC2C*), and regulation of protein‐containing complex assembly (GO: 0006397, *p* < 10^−5^, Figure S3, e.g., *HNRNPK*, *MAGOH*, *MFAP1*, *HNRNPM*, *CIR1*, *SF3A3*, *NUDT21*, *SYF2*, *CDC40*, *CPSF3*). Genes in Cluster 17 (relatively higher in cerebellum) were significantly enriched in processes associated with regulation of chemotaxis (GO: 0050920, *p* < 10^−4^, Figure S4, e.g., *CSF1*, *HSPB1*, *LGMN*, *SLAMF8*), whereas Genes in Cluster 53 were not significantly enriched for any GO term (*p* > 10^−4^). 

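HSPB1 (ENSSSCG00000039962, chromosome 3, 10038074 to 10039441) had 68.3 ± 18.5 CPM (SD, n = 8) in cerebellar and 36.9 ± 8.4 CPM (SD, n = 8) in frontal cortex microglia (log2 fold change 0.89, SE 0.15, adjusted p = 0.00087 for the 3 regions in edgeR), and LGMN (ENSSSCG00000002452, chromosome 7, 114176217 to 114210096) had 52.9 ± 25.2 and 27.5 ± 11 CPM (log2 fold change 0.94, SE 0.30, adjusted p = 0.0174, not under 0.01). Both genes were higher in the cerebellum in 6 of the 6 pigs with both regions. Of the cluster 5 genes named for complex assembly, RAP1B (ENSSSCG00000032595, chromosome 5, 32910181 to 32961972) was lower in cerebellar than in frontal cortex microglia (log2 fold change -0.52, SE 0.10, adjusted p = 0.00644 in edgeR), and so was ARPC5 (ENSSSCG00000015560, chromosome 9, 124839062 to 124847906) (-0.59, SE 0.12, adjusted p = 0.00385). P2RY12 and TMSB4Y (ENSSSCG00000033734, chromosome Y, 10163547 to 10165732) had log2 fold changes of -0.73 (SE 0.23, adjusted p = 0.0917) and -0.47 (SE 0.13, adjusted p = 0.0414) between these regions in edgeR, neither of them under 0.01. With pig as a replicate block, beside the same-pig correlation of 0.125, the adjusted p in edgeR was 0.0074 for HSPB1, 0.00464 for LGMN, 0.00847 for RAP1B, 0.015 for ARPC5, 0.558 for P2RY12 and 0.115 for TMSB4Y. The GO enrichment was not recomputed here.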

We noted that genes associated with complement (e.g., *C3*) and MHC class II (e.g. *CD74*) pathways were among those more highly expressed in cerebellar microglia, similar to our previous findings in mouse microglia assessed by bulk transcriptome and protein‐level analysis (Grabert et al., 2016). 

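The complement gene C3 (ENSSSCG00000013551, chromosome 2, 72431470 to 72471622) had 4830 ± 700 CPM (SD, n = 8) in cerebellar, 3471 ± 370 CPM (SD, n = 8) in hippocampal and 2363 ± 463 CPM (SD, n = 8) in frontal cortex microglia. Its log2 fold change between cerebellar and frontal cortex microglia was 1.03 (SE 0.13), and the adjusted p for the 3 regions was 3.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest cerebellar sample, with 3986 CPM, lay above the highest frontal cortex sample, with 3019 CPM. The MHC class II invariant chain gene CD74 (ENSSSCG00000033262, chromosome 2, 151402210 to 151409924) had 466 ± 182, 394 ± 164 and 194 ± 71.4 CPM in cerebellar, hippocampal and frontal cortex microglia (log2 fold change between cerebellum and frontal cortex 1.26, SE 0.26, adjusted p = 0.00789 for the 3 regions in edgeR), and samples of the regions overlapped. Both genes were higher in the cerebellum than in the frontal cortex in 6 of the 6 pigs that gave both regions. With pig as a replicate block, beside the same-pig correlation of 0.125, the log2 fold changes were 1.12 for C3 (adjusted p = 0.000486 for the 3 regions in edgeR) and 1.18 for CD74 (adjusted p = 0.0253). The paper states that complement and MHC class II genes were among those higher in cerebellar microglia, as in the mouse.

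**Figure D2:**
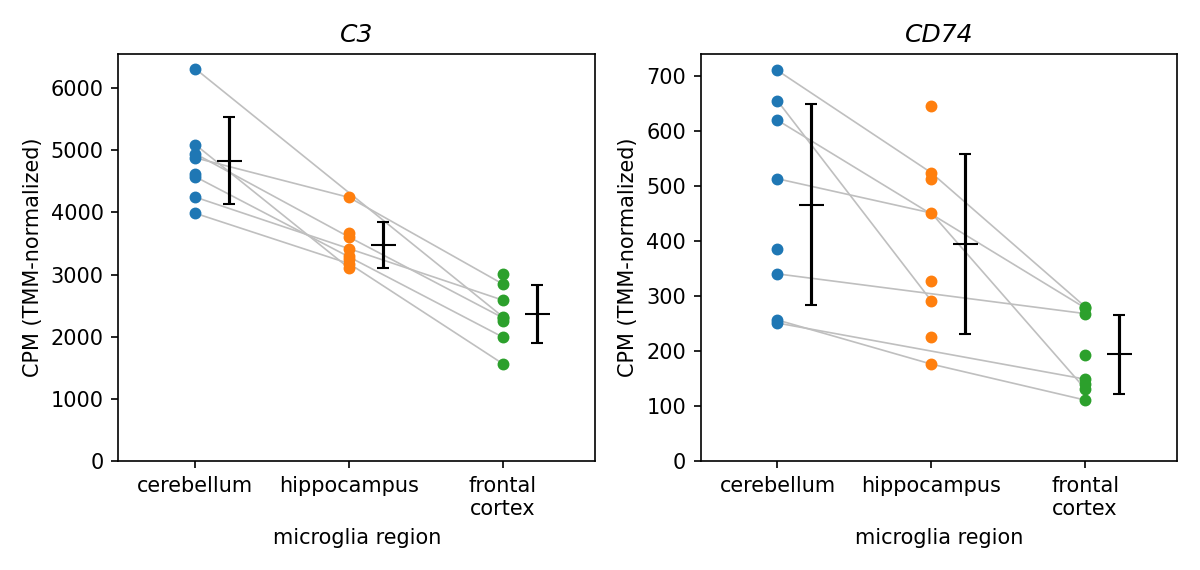
TMM-normalized CPM of C3 and CD74 in microglia of the 3 regions. Each point is a sample, grey lines join samples of the same pig, and the mark beside each region gives the mean with its SD (n = 8 per region), with means of 4830 CPM for C3 in the cerebellum and 2363 CPM in the frontal cortex.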

Examination of mouse single‐cell RNAseq data from the Dropviz dataset (Saunders et al., 2018) showed higher expression of complement genes and *Cd74* in cerebellar microglia (Figure S5). A recent single nuclear RNAseq profiling of glial cells in the human CNS showed more expression of CD74 and HLA‐DRA in caudal regions compared to BA4 primary motor cortex (Seeker et al., in press) indicating cross‐species conservation of regional microglial heterogeneity and across analytical platforms. We next validated spatial RNAseq profiles of pig microglia by performing in situ hybridization on the highly abundant *C3* gene that was enriched in cerebellar microglia. *C3* colocalised with IBA1+ immunolabeled microglia/macrophages (Figure 7a) and more transcripts per cell were observed in the cerebellum (Figure 7b, c). *C3* labelling was notably more intense within white matter compartments of both cerebellum and frontal cortex. Thus, microglial distribution within white and gray matter across brain regions (e.g. more white matter‐enriched cerebellum) may further contribute to regional heterogeneity when microglia are profiled at bulk population level.

**FIGURE 6:**
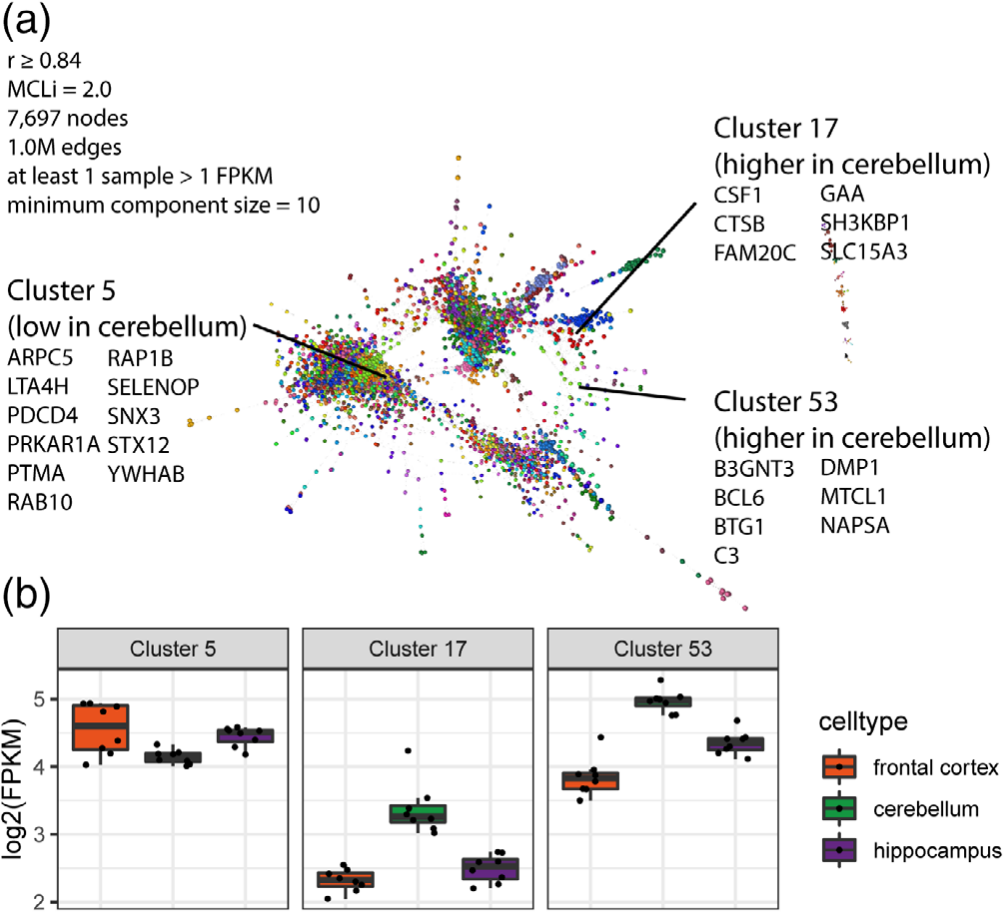
Gene–gene co‐expression network analysis of microglial samples. Co‐expression network analysis was carried out using all pig microglia samples (Table S11). (a) The co‐expression clustering method groups together genes showing similar pattern of expression across samples. Three clusters are found to be enriched in genes showing significant regional variation, Cluster 5, 17, and 53. (b) The average expression levels [log2(FPKM)] for frontal cortex (orange; *n* = 8), cerebellum (green; *n* = 8) and hippocampus (purple; n = 8) for Cluster 5, 17, and 53. Cluster 17 (e.g., *CSF1*, *CTSB*, *SLC15A3*) and 53 (e.g., *C3*, *DMP1*, *NAPSA*) are higher in expression in the cerebellum, while Cluster 5 (e.g., *ARPC5*, *PDCD4*, *RAP1B*) is lower in cerebellum.

**FIGURE 7:**
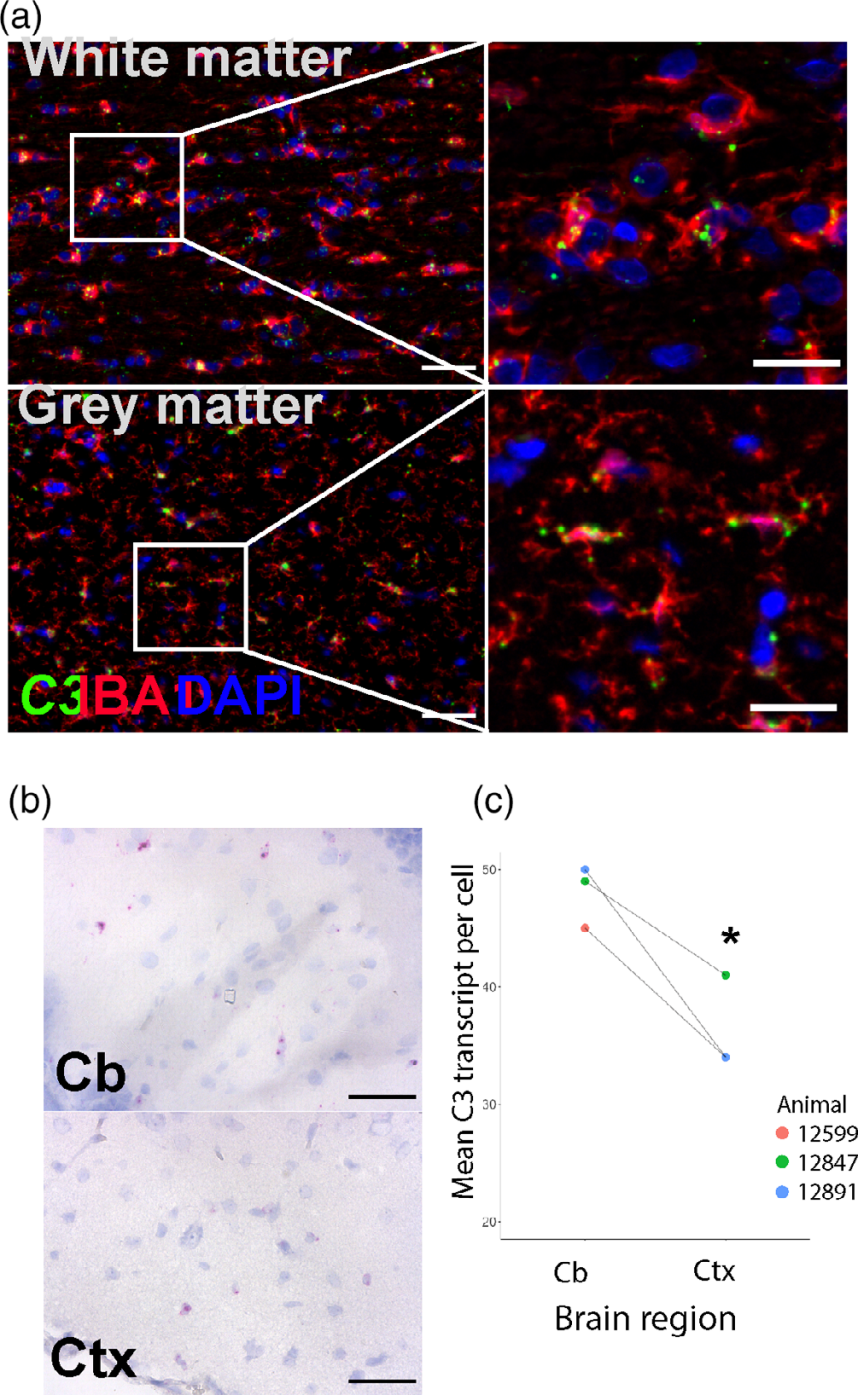
In situ labelling and regional expression of *C3* transcript. *C3* expression was localized to the soma and processes of microglia in both white matter and gray matter regions by coupling fluorescent in‐situ hybridization with immunolabeling of microglial IBA1 (a), scale bars: low mag (left image) = 50 μm, high mag = 25 μm. *C3* (magenta) expression was compared by brightfield microscopy in cerebellar and temporal cortices where low cellularity aids automated image analysis (b), scale bar = 50 μm. *C3* transcript abundance in cerebellar microglia compared to cortical microglia (c), *p* < 0.05; paired t‐test, *n* = 3. Cb = Cerebellum, Ctx = Cortex.

### 3.3 Cross‐species comparison of microglial transcriptional signatures

The analysis above suggests some degree of species conservation in regional microglial profiles, however we sought to more formally compare the pig microglial transcriptome profile identified here with those in humans and mice. A total of 14,245 genes with a matching human homologue across mice, humans and pigs were identified. To allow cross‐dataset and cross‐species comparison, the RNAseq data were expressed as FPKM and normalized to ranked expression, with 1 being the maximum expression and 0 being the minimum expression (Figure 8). Sample‐sample correlation was then carried out on the normalized combined dataset containing the 8784 genes, including only genes with >0.5 normalized expression in at least one species. This analysis revealed clustering of samples in a species‐related pattern and with noticeably more relatedness (e.g., thicker/shorter/more edges linking sample nodes) within one species than between different species (Figure 8b). The rank order of normalized gene expression for all matching orthologues showed generally well‐conserved expression patterns for genes expressed by both species (i.e., more than 0.5 normalized rank expression) when examining each pairwise comparison of species consistent with sample‐sample correlation analysis (Figure 8c). The Pearson correlation (*r*) between species when using only genes highly expressed by both (>0.5 normalized expression) were 0.36 (human vs. mouse), 0.41 (human vs. pig) and 0.26 (pig vs. mouse).

**FIGURE 8:**
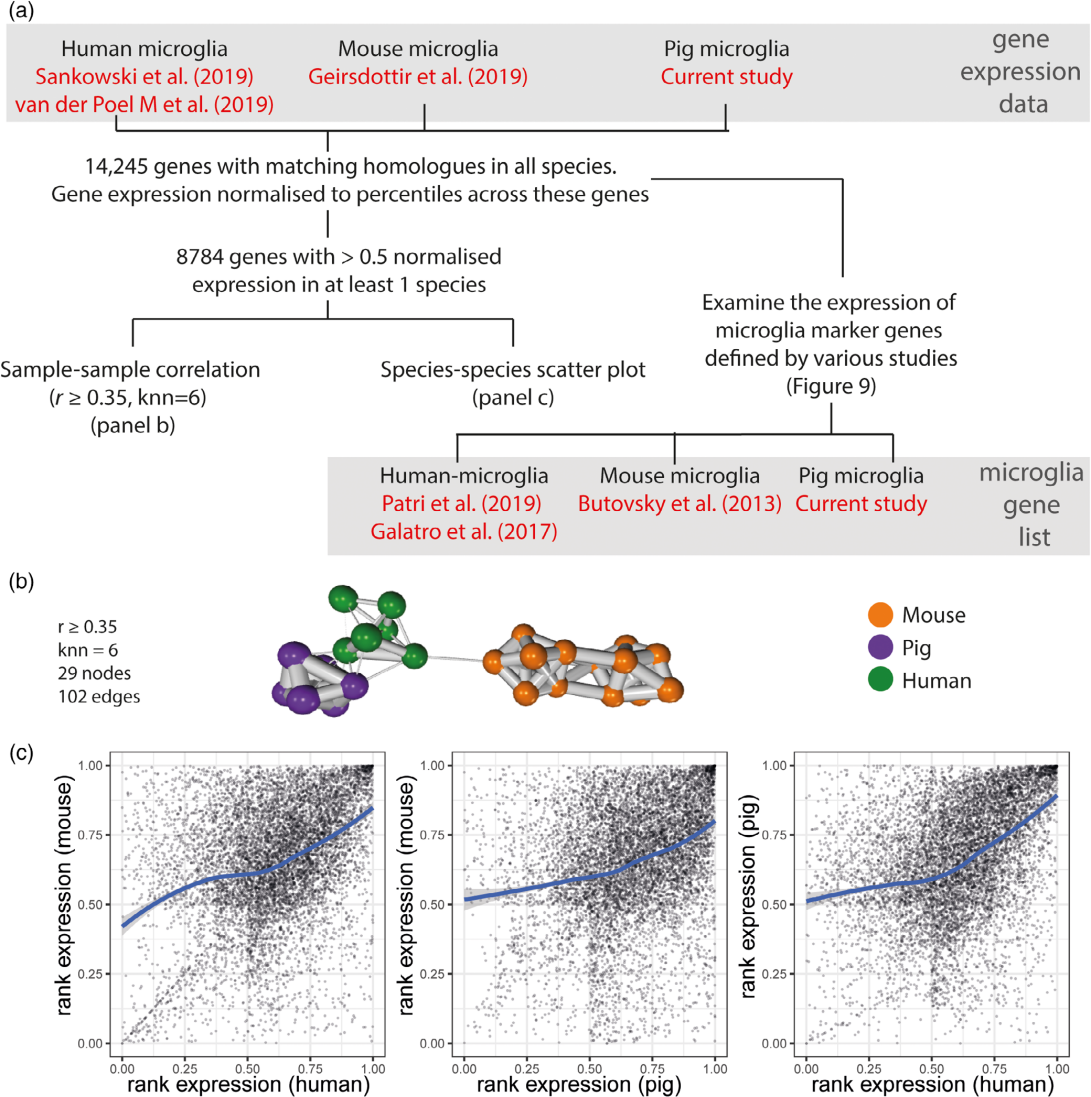
Workflow to compare human, pig, and mouse microglia transcriptomes. (a) Genes with homologues across human, pig and mouse were selected, a total of 14,245 genes. In order to create a combined dataset that can be used to compare across species and data sources, the expression of genes for each sample was normalized to the rank of expression ranged from 0 to 1. Of these, 8784 genes have a normalized rank expression value >0.5 in at least one species (averaged across all samples of the same species) (Geirsdottir et al., 2019; Sankowski et al., 2019; van der Poel et al., 2019). These 8784 gene were used for sample‐sample correlation network analysis (panel b) and scatter plots (panel c). The expression of human (*n* = 6), mouse (*n* = 17) and pig (*n* = 6; two from each brain region) microglia marker genes were also examined across these datasets. Two human microglia gene lists were included, one derived from Patir et al. (2019) and the other from Galatro et al. (2017); the former was based on co‐expression, while the latter was based on differential expression. The mouse microglia gene list was derived from Butovsky et al. (2014), and the pig microglia gene list from the current study. With the exception of the pig microglia data, the gene expression data and the gene lists were from separate studies. (b) Sample‐sample correlation using the normalized dataset, including only genes with >0.5 normalized rank expression in at least 1 species, suggests that overall, human microglia were more similar to pig microglia than those of mouse. (c) Scatter plot smoothing (locally estimated scatterplot smoothing, LOESS) was used for exploring the trend of the relationship between the gene expression for compared species, showing a ratio closer to 1 for genes showing moderate expression (normalized rank expression >0.5) in both species.

We further explored microglial species relatedness by comparing the expression of microglia signatures gene profiles derived from pigs (this study), human (Galatro et al., 2017; Patir et al., 2019), or mouse (Butovsky et al., 2014) across the cross‐species dataset of 14,245 genes described above (Figures 8 and 9). K‐means clustering was used to group these genes into 5 clusters for each gene list (Figures 8 and 9 and Tables [Link], [Link]). As was expected, for each microglial species‐derived signature gene list, the expression of those signature genes is highest in samples of the same species on the cross‐species dataset (e.g., human microglia show the highest expression for human‐derived microglia genes). This is evident even when the signature gene list and expression data on which the gene list is mapped are derived from different studies. One exception is a small cluster of mouse microglia signature genes (derived from Butovsky et al., 2014) that is not highly expressed by the mouse microglia from Geirsdottir et al. (Cluster 3 in Figure 9c); these may indicate study‐specific genes.

**FIGURE 9:**
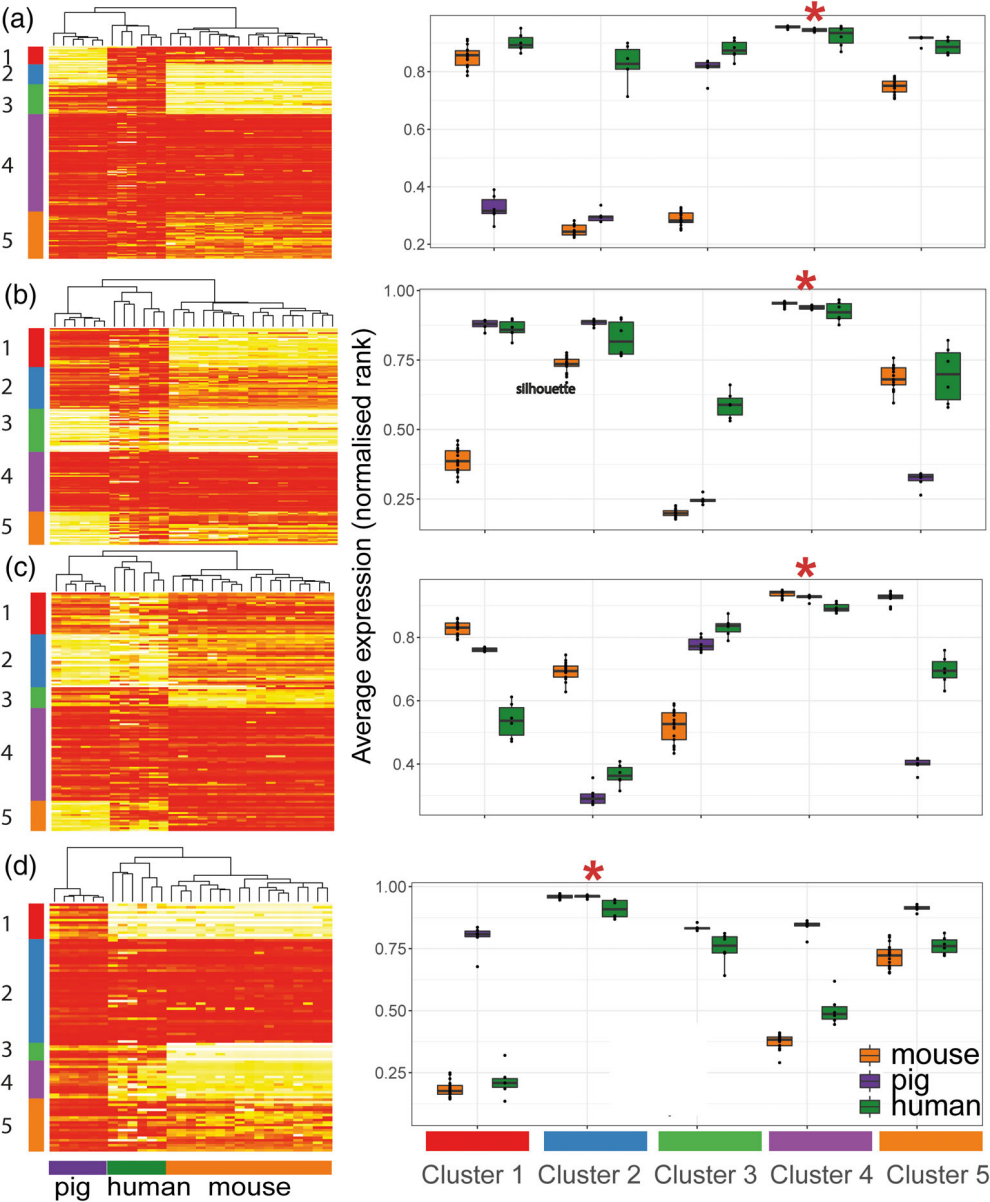
Inter‐species comparison of microglial core signatures. Gene expression data were compared across studies by converting FPKM to normalized rank expression. We then examined the expression of human (*n* = 6), mouse (*n* = 17) and pig (*n* = 6) microglia gene lists in the gene expression data for the three species. By using k‐means clustering, five groups of genes are characterized for each gene list (cluster 1–5), and the average expression for each cluster is shown per species on the right‐hand side of the corresponding heatmaps. (a) Of the human‐microglia genes reported by Patir et al. (2019), 170 genes have matching orthologues in the combined dataset. Cluster 4 is expressed in all three species, whereas Cluster 3 and 5 are less expressed in mouse microglia. Cluster 1 is low in pig and cluster 2 being low in both pig and mouse. (b) Of the 252 human microglia genes reported in Galatro et al. (2017) (additional filters described in methods, 156 genes have matching orthologues in the combined dataset. The observed pattern is similar to analysis done with human microglia markers defined through co‐expression in panel a. (c) Of the 152 mouse microglia genes reported by Butovsky et al. (2014), 126 genes have matching orthologues in the combined dataset. Cluster 4 is expressed in all three species, whereas Cluster 1 is slightly less expressed in human. Cluster 3 is less expressed in mouse microglia. Cluster 5 is low in pig, and cluster 2 is low in both human and pig. (d) Of the 239 pig microglia genes reported in this study, 98 genes have matching orthologues in the combined dataset. Cluster 2 is expressed in all three species, whereas Cluster 3 and 4 are slightly less expressed in mouse. Cluster 5 is expressed in all species, though to a lesser extend in human and mouse. Cluster 1 is low in both human and mouse.

For all species gene signature lists, there is a cluster of genes that is highly and similarly expressed across all species (Figure 9a Cluster 4, Figure 9b Cluster 4, Figure 9c Cluster 4, and Figure 9d Cluster 2). There is a total of 129 unique genes after combining all genes from these clusters (Table S16), 11 of which are present in all four gene lists (*ABI3*, *BLNK*, *CSF1R*, *CX3CR1*, *FCGR1A*, *FGD2*, *GPR34*, *OLFML3*, *P2RY12*, *P2RY13*, *SLC2A5*), which we note include several archetypal microglial signature genes, reaffirming their conserved nature. When examining human microglia genes, some clusters showed lower expression in mouse (Figure 9a Cluster 3 and Figure 9b Cluster 1), while others show lower expression in pigs (Figure 9a Cluster 1, Figure 9b Cluster 5). Several clusters (including Figure 9a Cluster 2, Figure 9b Cluster 3, Figure 9c Cluster 2, and Figure 9d Cluster 1 and 4) were species‐selective with genes expressed highly in samples corresponding to the species from which the gene signature was derived, as expected. Overall, we detected a greater number of clusters and genes showing a more similar level of expression between pig and human microglia than between mouse and human microglia that is reflected in the network clustering and unsupervised hierarchical clustering of samples when using the human‐ and mouse‐derived microglial signature gene lists (Figures 8b and 9).

## 4 DISCUSSION

Here, we conducted the first study to define the pig microglial transcriptome‐wide gene signature and explore regional variation in pig microglial gene expression. Pig microglial identity shares many similarities with both human and mouse microglia, including similar patterns of regional heterogeneity, reinforcing the utility of the pig as a translation‐relevant complementary species for the study of microglia and neuroimmune mechanisms in disease and other challenges to brain homeostasis such as psychosocial stress.

We have reported 239 genes highly enriched in isolated pig microglia relative to macrophages and whole brain tissue from the same brain region. Many of the top 30 pig microglia genes identified in this study have previously been noted as among the most enriched genes when comparing microglia to monocytes/macrophages in multiple mouse genome‐wide gene expression studies, including *P2RY12*, *TMEM119*, *TREM2*, and *CX3CR1* (Butovsky et al., 2014; Chiu et al., 2013; Hickman et al., 2013). *LTC4S* has been validated to be microglia‐enriched in mice (Bennett et al., 2016). SALL1 is not only uniquely expressed by microglia (among adult CNS cell types), but has been found to play a role in the maintenance of microglial identity as its inactivation converts microglia into inflammatory phagocytes (Buttgereit et al., 2016). *TREM2*, *TMEM119*, *CX3CR1*, and *MLXIPL* have also been reported from human studies to be greater in microglia compared to monocytes (Butovsky et al., 2014). *P2RY6* has been demonstrated to be involved in microglial phagocytosis in rat microglia in vitro (Koizumi et al., 2007). *RAB3IL1* and *LTC4S* are found in the full gene list from various human or mice studies examining microglia gene signatures (Bennett et al., 2016; Butovsky et al., 2014; Patir et al., 2019). A recent study showed conservation of a core microglial signature across multiple species (Geirsdottir et al., 2019), although this study did not analyze the pig microglial transcriptome and differing data processing steps precluded a formal comparison with our pig dataset. Thus, microglia have core features that define conserved identity across evolutionary diverse mammalian species, including the pig.

We also examined the variation in gene expression by microglia from different brain regions of the pigs. In additional to acting as immune sentinels, microglia also play also important roles in CNS homeostasis during development and in adult health and disease (Prinz & Priller, 2014). To carry out these multifunctional roles, microglia are required to sense perturbations in their environment to elicit appropriate microglial responses to maintain homeostasis (Baxter et al., 2021; Grabert et al., 2016; Stratoulias et al., 2019). For instance, exposing microglia to signals by healthy neurons and/or astrocytes appears to promote their resting state and antagonize pro‐inflammatory activities (Baxter et al., 2021; Biber et al., 2007). Fractalkine (CX3CR1‐CX3CL1) signaling has been found to regulate microglial activation; neuronal membrane bound CX3CL1 maintains CX3CR1‐expressing microglia in a surveying state, and cleaved soluble CX3CL1 is thought to stimulate migration of inflammatory cells (Szepesi et al., 2018). The mammalian brain is organized into regions with specific biological functions and properties with distinct transcriptional and metabolic profiles (Choi et al., 2018; Hawrylycz et al., 2012). Indeed, microglial regional variation has been described not only in their distribution and morphology (Lawson et al., 1990; Savchenko et al., 1997; Tan et al., 2020), but also in their gene and protein expression in both mice and human (Bottcher et al., 2019; Grabert et al., 2016; Patir et al., 2019; Sjostedt et al., 2020), although the extent of this may depend on the analytical method used. Our study has observed 150 microglial genes showing regional heterogeneity in the pig brain, with 14 such genes also being microglial markers. In this study, we found microglia from the cerebellum to be more distinct from their counterparts from the frontal cortex and hippocampus, which is an observation reported by other studies in rodent and human CNS tissue (Grabert et al., 2016; Seeker et al., in press; Soreq et al., 2017). The finding that only 10% of regionally heterogeneous genes are also part of the core signature gene set is similar to our previous observations in the mouse brain and indicates that regional heterogeneity is primarily superimposed upon core identity (Grabert et al., 2016). Nonetheless, since 14 of these 150 regionally varied genes were also present within our core pig microglia signature gene list, it is important to consider that the expression level of some core genes may vary across the brain when compared to the others and selection of appropriate markers (e.g., for labelling microglia) may require consideration of the regions being analyzed. *C3* was among the core genes that did show regional heterogeneity and more broadly this was representative of elevated complement gene expression in cerebellar microglia compared to other brain regions, a pattern also observed in mouse by bulk (Grabert et al., 2016) and single cell RNA sequencing (Figure S5 (Saunders et al., 2018)) and for other pathways such as MHC class II (e.g., *CD74*). A recent human study demonstrating greater microglial activation status (e.g., *CD74* expression elevated) in human spinal cord microglia adds to the evidence suggesting increasing microglial immune alertness progressing along the rostrocaudal neuroaxis in multiple species (Seeker et al., in press).

When comparing the expression of microglial gene signatures derived from human, mouse, and the present pig datasets, there is a group of microglial genes that are highly expressed by microglia of all three species. Indeed, this formed the largest cluster irrespective of the source species of the signature, highlighting that overall there are more similarities than difference among the species. However, based on unsupervised clustering from the cross‐species analysis there was some indication that pig and human microglia have similarly high expression of a greater subset of signature genes as compared to mouse and human. We noted this included genes relating to the complement system, including complement components *C2* and *C3*. Geirsdottir et al. (2019) have noted complement genes are expressed at a lower level in rodent microglia than human microglia. Galatro et al. (2017) have highlighted several immune genes such as *TLR*, *Fc*, and *SIGLEC* receptors, to be abundantly expressed in human microglia but not in mouse microglia. When comparing pig, human and mouse microglia, we found groups of genes showing higher level of expression in human and pig microglia compared to the mouse, including *TLR1*, *TLR3*, *TLR6*, *FCGR3B*, *SIGLEC10*, and *SIGLEC11*. TLR3 expression has been positively correlated with plaques in Alzheimer disease as well as colocalising with the phagocytic marker CD68 (Walker et al., 2018). Although more human microglia markers are expressed by pig microglia than mouse microglia, there is a subset of genes that is more similar between mouse and human microglia, and each species exhibit species‐specific markers. It is possible that unavoidable differences in methods for microglial isolation in different species/studies may influence the extent of species microglial relatedness, however our pig isolation protocol is similar to commonly used rodent protocols and we saw similar cross‐species patterns when the human microglial signature was derived from different studies using distinct methods (e.g. biopsy or post‐mortem samples). By comparison with an immediate early gene list (Vacca et al., 2018), we found no overlap with our pig microglial core gene signature, indicating that aberrant activation, which can occur during tissue disaggregation, was also unlikely a contributor to measures of species relatedness. Noting the differences as well as the similarities in gene expression pattern across microglia from different species highlights the importance of characterizing pig‐specific microglial signatures for facilitating a better understanding of pig neuroimmunology and pathology, and utility of the pig in translational biomedical and agricultural research.

In conclusion, we have defined the pig microglia transcriptome signature that distinguishes microglia from other CNS cell types and non‐CNS macrophages, proposing gene sets that can be used for differentiating the different myeloid cell types in the pig. We have demonstrated regional variation in pig microglial gene expression, with those derived from the cerebellum being more distinct from those from the frontal cortex and hippocampus. Our results indicate that pig, human, and rodent microglia share common transcriptome‐wide and signature profiles overall, although our data suggest the expression of a portion of genes relating to complement and antigen presenting pathways may be more similar in pig and human microglia.

## AUTHOR CONTRIBUTIONS

Conceptualization: SMB, GT, ABL, BWM; Methodology: all authors; Investigation: all authors; Analysis: all authors; Supervision: NAM, JP, GT, ABL, BWM; Project administration: NAM, JP, GT, ABL, BWM; Writing – original draft: all authors; Writing – review and editing: all authors; Funding acquisition: SMB, GT, ABL, BWM.

## Supporting information

**Figure S1** FACS gating for cell isolation
Flow cytometry of single cell suspensions derived from brain or lung. Each plot shows the fluorescence intensities of events corresponding to the fluorophore on the axis. Gates used for selection are displayed as black outline boxes. Selection criteria for microglia (CD11b^+^ CD45^lo^) and macrophage (F4/80^+^) are as described in the Flow Cytometry section in Methods. (a) Unstained brain cell suspension. Minimal recorded events within the gate can be attributed to background fluorescence; (b) Stained brain cell suspension with microglia identified in the gated area in purple; (c) Unstained alveolar lavage cell suspension. Minimal recorded events within the gated area attribuTable to background; (d) Stained alveolar lavage cell suspension with macrophages identified in the gate in red. Click here for additional data file.

**Figure S2** Pathway enrichment analysis for genes showing regional variation
Metascape was used for carrying out pathway enrichment analysis on genes showing significant regional variation (TableS9) using Gene Ontology (GO) Biological Processes database. Negative regulation of leukocyte apoptotic process (GO:2000107) and maintenance of location (GO:0051235) were the most significant pathways. Click here for additional data file.

**Figure S3** Pathway enrichment analysis for genes showing regional variation
Metascape was used for carrying out pathway enrichment analysis on genes in Cluster 5 in the gene–gene network analysis (TableS11) using Gene Ontology (GO) Biological Processes database. This cluster was enriched in genes showing lower expression in cerebellum. Regulation of protein‐containing complex assembly (GO: 0043254) and mRNA processing (GO:0006397) were the most significant pathways. Click here for additional data file.

**Figure S4** Pathway enrichment analysis for genes showing regional variation
Metascape was used for carrying out pathway enrichment analysis on genes in Cluster 17 in the gene–gene network analysis (TableS11) using Gene Ontology (GO) Biological Processes database. This cluster was enriched in genes showing higher expression in cerebellum. Regulation of chemotaxis (GO:0050920) was the most significant pathway. Click here for additional data file.

**Figure S5** Expression of CD74 and C3 in DropViz
The expression of *C3* and *CD74* in mouse microglia were obtained from DropViz (http://dropviz.org/) (Saunders et al., 2018). *C3* was not detected in cerebellum and hippocampus from mice microglia, and the level of *C3* across mouse microglia were low across all regions (less than 1 transcript per 100,000 in cluster), which could reflect the species variation. A higher level of *CD74* is seen in cerebellum for both pig and mouse, albeit the difference appears larger for the mouse microglia data from DropViz.
The reported confidence intervals in the upper panel reflect statistical sampling noise (reflecting total number of UMIs ascertained by cluster) rather than cell–cell heterogeneity. Click here for additional data file.

**Table S1** highly expressed in microglia vs macrop Click here for additional data file.

**Table S2** highly expressed in microglia vs tissue Click here for additional data file.

**Table S3** DEG removed based on brainrnaseq Click here for additional data file.

**Table S4** pig microglia enriched genes stringent Click here for additional data file.

**Table S5** top30 genes microglia Click here for additional data file.

**Table S6** highly expressed in macrophage and other immune Click here for additional data file.

**Table S7** highly expressed in macrophage Click here for additional data file.

**Table S8** top30 genes macrophage Click here for additional data file.

**Table S9** regional variation Click here for additional data file.

**Table S10** regional pig microglia Click here for additional data file.

**Table S11** full geneset network microglia mcl Click here for additional data file.

**Table S12** kmeans cluster patir Click here for additional data file.

**Table S13** kmeans cluster galatro Click here for additional data file.

**Table S14** kmeans cluster butovsky Click here for additional data file.

**Table S15** kmeans cluster pig Click here for additional data file.

**Table S16** genes in high all species clusters present once Click here for additional data file.

## Data Availability

The RNA‐seq data is available via Gene Expression Omnibus (GEO https://www.ncbi.nlm.nih.gov/geo/, accession number: GSE172284).

How the deposited data were processed for this re-analysis (not part of the article)

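RNA was sequenced from 31 samples of 15 pigs, as counted by the tag numbers in the sample labels: microglia sorted from the cerebellum, the hippocampus and the frontal cortex (n = 8 each), alveolar macrophages (n = 3) and whole hippocampal tissue (n = 4). The authors trimmed the 50 bp reads with BBtools 38.67, aligned them to Sscrofa11.1 (Ensembl release 99) with Hisat2, and deposited raw counts per gene from StringTie, without normalization and with 1 column per sample. The total counts per sample ranged from 18438494 to 43477403 (median 29243994), and the 20 genes with the most counts took 16.5% to 35.1% of a sample's total. At these depths 3 counts correspond to 0.069 to 0.163 CPM, the floor used here, which covers counting error only. How the counting divided reads between related genes, such as those of the ADGRE family, was not tested. No pair of samples in a group was a copy of another: the lowest chi-square per degree of freedom between replicates was 29.6.

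Genes were kept with over 10 CPM in all samples of at least 1 group, which left 11633 of 31907 genes. Counts were normalized by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood, robust), with 1 model for the 5 groups and no term for the pig. The mean of the 3 microglia groups was compared with alveolar macrophages, hippocampal microglia with hippocampal tissue, and the 3 microglia groups with each other, by an F test and in pairs. P-values were adjusted by the Benjamini-Hochberg method, with thresholds of 0.01 on the adjusted p, 3 on the fold change against alveolar macrophages and 4 on that against hippocampal tissue. Standard errors of log2 fold changes were obtained from the quasi-likelihood F statistic. Expression is TMM-normalized CPM, and log2 CPM uses a prior count of 2. Where a gene had at most 3 counts in every sample of a group, its fold change was computed against that floor and given as a lower bound. Exact permutation tests (two-sided, difference of mean log2 CPM), permutation tests with 100000 resamples and Fisher's exact tests were run with scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15 and with R.

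The alternatives were limma-voom (limma 3.58.1), which the paper's methods name, DESeq2 1.42.0, RLE factors or no factors in place of TMM, edgeR's filterByExpr or no filter on low counts, a test against the fold change threshold, only the groups compared, an adjusted p under 0.05, sample quality weights, pig as a replicate block (as a fixed effect in edgeR or a random effect in limma) and each sample left out in turn. The within-pig correlation that limma estimated was 0.205. The correlation between samples was also computed with Spearman's coefficient, a prior count of 0.5, other gene sets and the pig's mean removed.

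The methods were tested on simulated data made from 11633 genes with the same groups. With 200 genes changed 8-fold between microglia and macrophages, edgeR called 164 of them and 1 unchanged gene, and with 200 genes changed 4-fold in 1 region it called 151 and 1 unchanged gene. For the same data limma-voom called 139 and 126 changed genes with 23 and 0 unchanged genes, and DESeq2 called 175 and 157 with 33 and 9. With pig as a replicate block in edgeR, 135 and 134 changed genes were called, with 0 and 2 unchanged genes. The simulated counts followed a negative binomial distribution, the model that edgeR fits, and had no pig effect. Apart from the changed genes, each gene had the same expected CPM in all groups. The simulation therefore cannot tell whether a block is needed, nor rank the methods for the real data, where samples of the same pig were correlated and many genes differed between groups.

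Gene symbols were taken only from the supplementary tables, which pair 3875 identifiers with a symbol, and positions from RefSeq annotation release 106, which was joined to 3612 of them by the NCBI gene number. Genes that the paper names without such a pairing, among them RBFOX3, RHOA and SLAMF8, were not analysed. The genes given by name are those that the results text or Figures 1, 5c and 6 name for the pig samples, and the 3 genes with a symbol that had the largest fitted log2 fold change in each direction of each comparison among those with every sample of 1 group above every sample of the other. For single genes with a pairing, the text gives those that its claims rest on and summarises the others. Some genes of these sets are not reported here and were taken out of the search for values far from their group after its result was seen. With them in, some of the singled out microglia values in genes over 4 times higher in tissue came from the sample with the highest share of counts on such genes in its group, and without them none did. The filters on Brain RNAseq and ImSig data, the GO enrichment, the in situ hybridization and the comparison of species were not repeated, because the data they need were not used here. The co-expression network was not recomputed. Of Table S1, 1998 rows were used here.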

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

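Among the tests below, those on library size, on the tissue gene share of single samples, on the filter and on genes outside Table S9 were all chosen after the result was seen. A value was singled out when its gap to the nearest other sample of its group was large against the range of the group, which happens by chance in about 1 in 20 groups. Among the genes the text gives by value, 67 groups of 4 to 8 samples were examined, 8 values were singled out, and 3.35 were expected by chance. The list is not complete. LGMN in cerebellar microglia, also given by value, is not among the 8. It had 109 CPM in pig 12821 (next 59.6 CPM), a gap that the same rule would have singled out. The 8 singled out values came from 7 samples of 5 pigs.

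In cerebellar microglia these values were DMP1 in pig 12599 (1050 CPM, next 699 CPM), CTSB in pig 12821 (92.0 CPM, next 40.7 CPM) and CSF1 in pig 12821 (76.1 CPM, next 40.2 CPM). In frontal cortex microglia they were DMP1 in pig 12720 (378 CPM, next 197 CPM) and CSF1 in pig 12599 (21.5 CPM, next 11.3 CPM). In hippocampal microglia they were THBS1 in pig 12872 (1.56 CPM, next 0.47 CPM) and CSF1 in pig 12829 (16.6 CPM, next 9.98 CPM). In hippocampal tissue it was CLDN5 in pig 12872 (30.8 CPM, next 25.6 CPM). If library size were the source, most of these samples would have the highest or lowest total of their group, and 2 of the 7 samples did. RNA of other brain cells carried along in the sorts was examined for the 2 microglia values in genes over 4 times higher in tissue (THBS1 and CTSB), through the share of counts on such genes. If it were the source, most of them would come from the sample with the highest share of its group, and 0 of the 2 did. With 2 values this test is weak, and it does not exclude such RNA as a source in single samples. No biological explanation was tested, since the design gives none for single samples.

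Outside Tables S6 and S7, which hold the paper's genes higher in alveolar macrophages, 123 genes were higher in alveolar macrophages here. Of these, 107 were over the CPM minimum only in hippocampal tissue, and 107 were over 4 times higher in hippocampal tissue than in hippocampal microglia. A filter passed through the tissue samples is therefore a candidate source of most of these genes. When only microglia and alveolar macrophages were fitted and filtered, 1055 genes were higher in alveolar macrophages, and 1044 of them were in Table S6 or S7. Whether the other genes have a biological source was not tested.

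Outside Table S9, 136 genes varied across the 3 regions. Of these, 76 were over 4 times higher in hippocampal tissue than in hippocampal microglia, and 44 were over the CPM minimum only in hippocampal tissue, so RNA of other brain cells carried along in the sorts is a candidate source of most of them. Of all regionally varying genes, 81 were not over the CPM minimum in any microglia group, and 0 of the genes of Table S9 were in that state. A filter passed through tissue or macrophage samples is therefore also a candidate source. The paper removed genes expressed in other brain cells with outside data before it wrote Table S9, and that filter was not applied here. In a fit of only the 24 microglia samples, whose filter the tissue samples do not enter, 144 genes varied, of which 96 are in Table S9 and 9 were over 4 times higher in tissue. For the 76 genes, a regional difference of the microglia was not told apart from carried-along RNA here.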

How the results depend on the processing

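Apart from the tests that the text names as chosen after a result was seen, the tests and thresholds were chosen before the data were examined. So were the alternatives, except for 4 settings: the share of counts on tissue genes as a covariate, leaving out tissue genes, and limma-voom on only the groups compared or only the 24 microglia samples. These 4 were chosen after seeing the data. The use of the 0.05 threshold, of the leave-one-out fits and of only the 24 microglia samples for the overlap with microglia genes was also chosen then. A count is called changed here when it moved by more than 1.5 times. The cause was not tested for any of the changes below.

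For the signature comparisons, 1421 genes were higher in microglia than in alveolar macrophages, 1363 in hippocampal microglia than in hippocampal tissue, 473 in both and 1176 in alveolar macrophages. The test against the fold change threshold left 867 genes higher in microglia and 712 higher in alveolar macrophages, all of them among the 1421 and the 1176. With filterByExpr, 2548 genes were higher in alveolar macrophages and 2120 in hippocampal microglia, and with every gene with any count, 3035 and 2097. The 1176 and the 1363 genes were all among these. With the tissue gene share as a covariate, 768 genes were higher in alveolar macrophages, 655 in hippocampal microglia and 236 in microglia in both comparisons, of which 649, 547 and 195 were shared, and 1902 genes were higher in microglia than in alveolar macrophages. The mean share was 40.1% in hippocampal tissue and 4.72% in hippocampal microglia, so this covariate takes up part of the comparisons themselves. The remaining settings kept these 4 counts within 1.5 times, including limma-voom (1001, 1266, 434 and 1388 genes, of which 983, 1259, 425 and 1169 were shared) and the replicate block (1169, 1348, 477 and 911). Across the 7 fits that each left out an alveolar macrophage or tissue sample, the counts ranged from 1192 to 1416, from 1351 to 1381, from 452 to 498 and from 1129 to 1186. Of the genes that differed between microglia and alveolar macrophages, 54.7% were higher in microglia, but 41.9% with limma-voom, 41.8% with pig as a random replicate block, 43% with sample quality weights, 45.3% with filterByExpr, 40.0% with every gene with any count, 46.8% with limma-voom on only the groups compared, and 71.2% with the tissue gene share as a covariate. Against TMM, the scaling shifted the median log2 fold change of hippocampal microglia against tissue by -0.21 with RLE or DESeq2's factors and by 0.22 without factors, and the other 2 comparisons by less than 0.1.

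For the regions, 236 genes varied in the F test, 217 differed between cerebellar and frontal cortex, 70 between cerebellar and hippocampal and 37 between frontal cortex and hippocampal microglia. In that order, DESeq2 gave 789, 511, 452 and 391 genes and an adjusted p under 0.05 gave 927, 586, 424 and 281, and 232 of the 236 genes were among the 789. The fit with pig as a replicate block gave 85, 148, 0 and 1 genes, where 1327 and 862 genes had an unadjusted p under 0.05 in the last pair of comparisons. A random replicate block for the pig in limma gave 385 and 381 genes in the F test and between cerebellar and frontal cortex microglia. Only the 24 microglia samples gave 144 genes in the F test, 28 between cerebellar and hippocampal and 9 between frontal cortex and hippocampal microglia. With every gene with any count, 129 genes differed between cerebellar and frontal cortex and 17 between frontal cortex and hippocampal microglia. Between cerebellar and hippocampal microglia, limma-voom gave 45 genes and its quality weights 127. With the tissue gene share as a covariate, 137 genes differed between cerebellar and hippocampal and 10 between frontal cortex and hippocampal microglia, and without tissue genes 144 genes varied in the F test. The other settings kept each of these counts within 1.5 times. Across the 24 fits that each left out a microglia sample, the 4 counts ranged from 154 to 335, from 141 to 245, from 35 to 135 and from 15 to 107.

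Among the regionally varying genes, 17 were higher in microglia in both comparisons and 7 were in Table S4. These numbers were 41 and 20 with limma-voom, 42 and 20 with DESeq2, 54 and 24 with pig as a random replicate block, and 44 and 21 with quality weights. The first was 11 with RLE factors, 10 with filterByExpr, 9 with every gene with any count and 9 with pig as a replicate block, and its Fisher's exact p lay between 2.3e-17 and 0.602 over these and library size alone. An adjusted p under 0.05 gave 50 and 24 genes, the covariate 12 and 7, and the 31 fits that each left out a sample 14 to 25 and 6 to 10. In the highest single microglia sample, 12 genes of Table S8 were under 1 CPM, against 29 for the mean.

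The correlation of hippocampal with frontal cortex samples exceeded that with cerebellar samples by 0.0428 on the genes of Table S9 and the difference was -0.0151 on all tested genes. It kept its sign with the regionally varying genes found here (0.0218), Spearman's coefficient (0.0351), a prior count of 0.5 (0.0482), no TMM (0.0428) and the pig's mean removed (0.154). Across the 24 fits that each left out a microglia sample it ranged from 0.0296 to 0.0561. The permutation p, which has the limits stated with the correlations, was under 0.05 in 6 of them. On all tested genes, leaving out each microglia sample in turn, which was chosen after seeing the data, gave differences from -0.0232 to 0.00922, above 0 in 1 of the 24 fits. The log2 fold change of CD163 between hippocampal microglia and tissue was 0.05, but -0.65 with limma-voom, -0.16 with DESeq2, -0.16 with RLE factors, -0.042 with pig as a replicate block, -0.65 with pig as a random replicate block, -0.72 with quality weights, and -0.014 and -0.066 without the tissue samples of pigs 12829 and 12847, in a range up to 0.27 without that of pig 12821. The log2 fold change of TLR4 against alveolar macrophages was -0.060 without the macrophage sample of pig 12821 and 0.64 without that of pig 12984. It was also 0.64 with pig as a replicate block. Of 97 single-gene results recomputed in 1244 cases, 53 cases were weaker, 51 were stronger and 9 were reversed.

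The depth limits the genes with no counts in a group, whose fold changes are lower bounds set by 3 counts, and it limits values under 0.163 CPM, the floor of the smallest sample.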

Differences from the paper's values

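The paper reports 150 genes with significant regional variation, and 236 were found here. Of the 236, 81 were not over the CPM minimum in any microglia group, against 0 of the 150, so the filter is a candidate source of much of the difference. Of the alternatives set before the data were examined, library size without TMM (224 genes) and only the 24 microglia samples (144 genes) came within 1.5 times of the paper's number, and so did 17 of the 24 fits that each left out a microglia sample (154 to 220 genes). The others did not: limma-voom gave 277 genes, DESeq2 789, RLE factors 242, filterByExpr 293, every gene with any count 248, pig as a replicate block 85, pig as a random replicate block 385, quality weights 283 and an adjusted p under 0.05 927. Leaving out tissue genes (144 genes) and limma-voom on only the 24 microglia samples (172 genes), both chosen after seeing the values, also came within it.

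The paper reports 14 regionally varying genes among its 239 microglia genes, and 7 of those 239 varied here. With limma-voom (20 genes), DESeq2 (20 genes) and quality weights (21 genes) the number came within 1.5 times of the paper's. With RLE factors (7), library size without TMM (8), filterByExpr (6), every gene with any count (6), pig as a replicate block (6) and pig as a random replicate block (24) it did not. Of the settings applied to this number after seeing the values, 1 came within it, the fit without the macrophage sample of pig 12984 (10 genes). The others did not: an adjusted p under 0.05 gave 24 genes, the tissue gene share as a covariate 7, only the 24 microglia samples 8, limma-voom on these samples 9 and the other fits that each left out a sample 6 to 9.

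The paper states that several brain regions were sampled for 12 pigs, and the tag numbers in the sample labels give 7 pigs with microglia from more than 1 region. No alternative bears on this number.

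For 6 of 74 log2 fold changes that the supplementary tables give, the value here differed by more than the larger error. All 6 compare microglia with alveolar macrophages. The paper's value and the value here are -10.33 and -8.44 for THBS1, -8.74 and -7.85 for NLRC3, -10.08 and -8.22 for MRC1, 7.50 and 6.78 for CX3CR1, -7.45 and -6.79 for CD163, and 8.16 and 7.65 for TREM2. With limma-voom, which the paper's methods name, 0 of the 6 values differed, nor did any with pig as a random replicate block, and with quality weights all but that of CX3CR1 came within the error. Pig as a replicate block in edgeR closed the gap for THBS1, NLRC3 and TREM2, library size without TMM for TREM2, and filterByExpr and every gene with any count for CD163. Leaving out the macrophage sample of pig 12829 closed it for CX3CR1 and CD163, and that of pig 12821 for CD163. The other alternatives closed none of the 6. A further 5 of the 74, those of ST18, GUCY2D, ADGRE1, ADGRE3 and CD79B, are lower bounds here because 1 group had no counts, and 0 of the 5 bounds exceeded the paper's fold change.

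The paper's numbers of genes higher in microglia in both comparisons and of Table S9 genes by highest region were within 1.5 times of those here. With limma-voom the first was 434, which is the paper's number, and with library size alone the second were 85, 53 and 12, which are the paper's numbers. The paper places UBE4A among the 30 genes under 1 FPKM in microglia, and its mean here was 2.37 CPM, or 0.701 FPKM, with 10.7 FPKM in the highest microglia sample. The paper describes the 150 genes as placing hippocampal microglia nearer to those of the frontal cortex, and on all tested genes the mean correlation of hippocampal samples was 0.888 with frontal cortex and 0.903 with cerebellar samples. The lower mean of the frontal cortex comes from 2 of its 8 samples, those of pigs 12599 and 12891, which had the highest levels of forebrain neuron genes. Without that of pig 12599, a setting chosen after seeing the values, the frontal cortex mean was the higher of the pair by 0.00922. The paper names LGMN, P2RY12 and TMSB4Y with clusters that differ by region, and their adjusted p for the 3 regions was 0.0174, 0.0917 and 0.0414 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LGMN was under 0.01 with DESeq2, pig as a replicate block and pig as a random replicate block, TMSB4Y with DESeq2, and P2RY12 under no alternative.

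Some genes that the paper lists were not past the thresholds here. Other settings called more or fewer of them. Of the 150 genes of Table S9, 100 varied here. More varied with pig as a random replicate block (149), an adjusted p under 0.05 (147), DESeq2 (146), limma-voom (135), quality weights (122) and RLE factors (103), and fewer with only the 24 microglia samples (96), library size alone (84), filterByExpr (80), every gene with any count (71) and pig as a replicate block (46). Of the settings chosen after seeing the values, limma-voom on only the 24 microglia samples gave 109 and the covariate 89. Of the 14 genes of Table S10, 7 varied here, all 14 with limma-voom, DESeq2, pig as a random replicate block and an adjusted p under 0.05, 12 with quality weights, 8 with library size alone and with only the 24 microglia samples, 7 with RLE factors, and 6 with filterByExpr, every gene with any count and pig as a replicate block (9 with limma-voom on only the 24 microglia samples and 6 with the covariate, both chosen after seeing the values). Of the 910 genes higher in microglia in the part of Table S1 used here, 870 were called here. More were called with library size alone (901), only the groups compared (893), quality weights (872) and an adjusted p under 0.05 (871), and fewer with pig as a random replicate block (868), limma-voom (866), RLE factors (845), DESeq2 (843), pig as a replicate block (829), filterByExpr (802), every gene with any count (796) and the test against the fold change threshold (594). Limma-voom on only the groups compared gave 894 and the covariate 783, both chosen after seeing the values. Of the 1265 genes of Table S2, 1230 were called here. More were called with library size alone (1263), filterByExpr and every gene with any count (1262 each) and only the groups compared (1259), and fewer with quality weights (1216), pig as a replicate block (1212), pig as a random replicate block (1202), limma-voom (1191), RLE factors (1080), DESeq2 (1079), the test against the threshold (874) and the covariate chosen after seeing the values (534). Of the 239 genes of Table S4, 230 were called here. More were called with library size alone (237), only the groups compared (236) and quality weights (233), and fewer with limma-voom (229), pig as a random replicate block (226), filterByExpr (223), every gene with any count (222), RLE factors and DESeq2 (219 each), pig as a replicate block (216), the test against the threshold (159) and the covariate chosen after seeing the values (116). Of the 195 genes of Table S3, 181 were called here and with limma-voom. More were called with library size alone (194), only the groups compared (191), pig as a random replicate block (186) and quality weights (183), and fewer with pig as a replicate block (178), filterByExpr (168), every gene with any count (167), RLE factors (146), DESeq2 (145), the test against the threshold (92) and the covariate chosen after seeing the values (77). Of the 1030 genes of Table S7, 980 were called here. More were called with limma-voom (all 1030), pig as a random replicate block (1029), quality weights (1016), filterByExpr (1003), every gene with any count (1001), an adjusted p under 0.05 (996) and RLE factors (991), and fewer with DESeq2 (973), only the groups compared (972), library size alone (942), pig as a replicate block (702) and the test against the threshold (617). Limma-voom on only the groups compared gave 1028 and the covariate 577, both chosen after seeing the values. Of the 75 genes of Table S6, 73 were called here and with DESeq2, 74 with quality weights and all 75 with limma-voom, pig as a random replicate block, RLE factors, filterByExpr and every gene with any count. Fewer were called with library size alone and only the groups compared (72 each), the test against the threshold (64) and pig as a replicate block (56). Limma-voom on only the groups compared gave 75 and the covariate 57, both chosen after seeing the values. An adjusted p under 0.05 left the numbers for Tables S2, S3, S4 and S6 as they were.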

Other observations

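In the text below, the tests on the principal component, on the tissue gene share of the regions, on the forebrain neuron list and on other splits for alveolar macrophages and for pairs of regions were chosen after the result was seen. The other tests were set out earlier.

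Other splits of the samples were fitted in the same way. Only splits that part as many samples of the same pig as the real one were compared, since samples of the same pig are not independent. The other splits therefore differ from the real one in which samples, but not in how many same-pig pairs, they set apart. For the 1421 genes higher in microglia than in alveolar macrophages, 1 of 100 splits gave as many genes, the real split, and the highest of the others gave 62. For the 1176 genes higher in alveolar macrophages it was also 1 of 100, with 599 genes in the highest of the others. For the 1363 genes higher in hippocampal microglia than in tissue it was 1 of 16 splits, with 1 gene in the highest of the others, and 16 splits cannot give a share under 0.05. For the 236 genes varying across the regions, the 217 between cerebellar and frontal cortex, the 70 between cerebellar and hippocampal and the 37 between frontal cortex and hippocampal microglia, it was 1 of 100 splits each, and the other splits gave 0 genes.

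Genes of T cells were among those higher in alveolar macrophages, and T or other lymphoid cells carried along in the sorts are a candidate source. Over 9 genes of T and NK cells, the mean was 147 ± 48.4 CPM (SD, n = 3) in alveolar macrophages and 4.19 CPM in microglia, a ratio of 35.1. Over 5 genes of B cells it was 92.8 ± 21.5 CPM (SD, n = 3) and 14.6 CPM, a ratio of 6.37. Cells carried along together would rank the 3 macrophage samples alike on both lists. The T and NK cell list had 148, 196 and 98.8 CPM and the B cell list 118, 80.7 and 80.0 CPM in pigs 12821, 12829 and 12984, so the ranks differed, and this source cannot be told apart from expression by the macrophages.

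RNA of other brain cells carried along in the sorts is a candidate source of part of the regional variation. Of the 236 genes, 34.7% were over 4 times higher in hippocampal tissue than in hippocampal microglia, neither most nor few of them. The share of counts on such genes was 5.22 ± 1.89% in cerebellar, 6.68 ± 1.57% in frontal cortex and 4.72 ± 0.553% in hippocampal microglia (SD, n = 8 each), 10.4 ± 1.24% in alveolar macrophages (n = 3) and 40.1 ± 0.153% in the tissue (n = 4). Across the 3 regions the share differed with a permutation p of 0.029, but the genes had been chosen on hippocampal samples, so this test cannot tell. Between cerebellar and frontal cortex microglia, on which the genes were not chosen, the two-sided exact permutation p was 0.0771. A list of 5 genes of forebrain neurons had 3.53 ± 2.69 CPM in cerebellar, 10.3 ± 12.7 CPM in frontal cortex and 2.45 ± 2.11 CPM in hippocampal microglia, and 297 ± 82.2 CPM in the tissue, and its permutation p across the regions was 0.0725. The frontal cortex mean rests on pigs 12599 (31.8 CPM) and 12891 (29.9 CPM), the other samples having 1.59 to 5.48 CPM. The share on tissue genes was 9.37% and 7.45% in these pigs' frontal cortex samples, and 7.92% in that of pig 12902. With the log2 share as a covariate, a setting chosen after seeing the data, 285 genes varied, of which 156 were among the 236, 89 are in Table S9 and 121 (42.5%) were over 4 times higher in tissue. Without tissue genes, another setting chosen after seeing the data, 144 genes varied. Carried-along RNA therefore remains a candidate source, and how much of the regional variation it could account for was not settled. With the covariate, tissue genes were 42.5% of the varying genes, not fewer than the 34.7% without it. Leaving tissue genes out removes them by definition. For the 82 genes over 4 times higher in tissue, these tests do not tell carried-along RNA apart from regional expression.

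Over all tested genes, the first principal component of the 24 microglia samples held 41.7% of the variance, of which region explained 28.4%, and the second held 8.53%, of which region explained 94.3%. Across the 24 samples the first component followed the log2 share of counts on tissue genes (Pearson r = 0.737, permutation p = 5e-05, adjusted p = 0.0005; Spearman rho = 0.621, permutation p = 0.00162, adjusted p = 0.0152). Without the 2 samples farthest from the median share, r was 0.586, and within regions it was 0.906 in cerebellar, 0.636 in frontal cortex and 0.886 in hippocampal microglia. Since tissue genes enter that component, it was computed again on the 8928 other genes, where it held 13.5% of the variance. It was then asked whether RNA of other brain cells may underlie it. Its Pearson r with the share was 0.208 (permutation p = 0.336, adjusted p = 0.420) and its Spearman rho -0.0878 (permutation p = 0.683), and without the 2 farthest samples r was -0.0811, so no relation was found in genes that are not tissue genes. This does not bear on the component of all tested genes, of which such RNA remains a candidate source. These are 10 relations in 1 family, each with an r and a rho.

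The genes with the largest fitted log2 fold changes in favour of hippocampal tissue, for which the paper makes no claim, were PRNP, SYT5 and ARMC4. They had 293, 77.3 and 37.0 CPM in the tissue and no counts in hippocampal microglia, at least 2698-fold, 711-fold and 341-fold higher against the floor of 3 counts.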
